# Single-cell transcriptomics of popliteal lymphatic vessels and peripheral veins reveals altered lymphatic muscle and immune cell populations in the TNF-Tg arthritis model

**DOI:** 10.1186/s13075-022-02730-z

**Published:** 2022-03-07

**Authors:** H. Mark Kenney, Chia-Lung Wu, Alayna E. Loiselle, Lianping Xing, Christopher T. Ritchlin, Edward M. Schwarz

**Keywords:** Inflammation, Arthritis, Lymphatics, Vasculature, Smooth Muscle Cells, Fibroblasts, Monocytes, Macrophages, Single-cell RNA-sequencing, Transcriptomics

## Abstract

**Background:**

Lymphatic dysfunction exists in tumor necrosis factor transgenic (TNF-Tg) mice and rheumatoid arthritis (RA) patients. While joint-draining TNF-Tg popliteal lymphatic vessels (PLVs) have deficits in contractility during end-stage arthritis, the nature of lymphatic muscle cells (LMCs) and their TNF-altered transcriptome remain unknown. Thus, we performed single-cell RNA-sequencing (scRNAseq) on TNF-Tg LMCs in PLVs efferent to inflamed joints versus wild-type (WT) controls.

**Methods:**

Single-cell suspensions of PLVs were sorted for smooth muscle cells (SMCs), which was validated by *Cspg4*-Cre;tdTomato reporter gene expression. Single-cell RNA-seq was performed on a 10x Genomics platform and analyzed using the Seurat R package. Uniform Manifold Approximation and Projections (UMAPs) and Ingenuity Pathway Analysis software were used to assess cell clusters and functional genomics in WT vs. TNF-Tg populations.

**Results:**

Fluorescent imaging of *Cspg4*-Cre;tdTomato vessels demonstrated dim PLVs and strong reporter gene expression in the adjacent superficial saphenous vein, which was corroborated by flow cytometry of LMCs and vascular smooth muscle cells (VSMCs) from these vessels. Due to their unique morphology, these populations could also be readily detected by scatter analysis of cells from non-fluorescent mice. Bioinformatics analysis of flow sorted WT and TNF-Tg cells identified 20 unique cell clusters that together were 22.4% LMCs, 15.0% VSMCs, and 62.6% non-muscle cells of 8879 total cells. LMCs and M2-macrophages were decreased, while inflammatory monocytes were increased in TNF-Tg lower limb vasculature. SMC populations were defined by *Cald1*, *Tpm1*, and *Pdgfrb* expression and were enriched in myofibroblast-like gene expression. TNF-Tg LMCs exhibited enhanced functional genomics associated with cell death, phagocyte recruitment, and joint inflammation. Among the most prominent TNF-induced genes in SMCs were *Mmp3*, *Cxcl12*, and *Ccl19*, and the most downregulated genes were *Zbtb16*, *Galnt15*, and *Apod*.

**Conclusions:**

Single-cell RNA-seq can be used to investigate functional genomics of lower limb vasculature in mice. Our findings confirm the inflammatory transcriptome of TNF-Tg vessels and altered gene expression in SMC populations. This study further supports a potential role of mesenchymal stromal cells in inflammatory-erosive arthritis pathogenesis, and warrants future studies to define the effects of this TNF-altered transcriptome on PLV function and joint homeostasis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13075-022-02730-z.

## Background

While the mechanisms of adaptive immunity in rheumatoid arthritis (RA) have been extensively studied, stromal cells have recently been recognized as an integral component of inflammatory-erosive arthritis pathogenesis [1, 2]. Specifically, synovial fibroblasts have been demonstrated to mediate a direct role both in the inflammatory (THY1^+^) and erosive (THY1^-^) processes within the joint [3]. Transcriptomic approaches also identified additional subsets of these synovial fibroblasts, and in particular a peri-vascular fibroblast subset that was selectively increased in RA synovium compared to osteoarthritis [4]. In addition, mechanisms have been proposed relating the recently discovered preinflammatory mesenchymal (PRIME) cells shown to be elevated in peripheral blood preceding an arthritic flare, but then decrease dramatically upon flare onset as the cells presumably migrate into the synovium to differentiate into the pathologic fibroblast subsets [5].

Along with these recent advances implicating a direct relationship between mesenchymal cells in inflammatory arthritis, our previous studies have focused on associated mechanisms related to the pathogenesis of synovial and joint-draining lymphatics in RA [6]. In mice, the synovial lymphatics that drain the ankle joint eventually culminate in collecting popliteal lymphatic vessels (PLVs), two of which traverse on either side of the superficial saphenous vein (SSV) and drain directly into the efferent popliteal lymph node (PLN). The collecting PLVs are largely composed of two cell types, lymphatic endothelial cells (LECs) and lymphatic muscle cells (LMCs). The LMCs exhibit the capacity to both provide vessel tone and pump lymph through coordinated contractions [7]. Previous studies in the tumor necrosis factor transgenic (TNF-Tg) mouse model of RA demonstrated that these PLVs are able to initially drain the inflamed joint effectively leading to dramatic PLN expansion with limited joint disease [8, 9]. However, after a prolonged period, the expanded PLN suddenly collapses with loss of fluid flow, which is concomitant with reduced afferent lymph drainage and PLV contractions correlated with the onset of severe synovitis and bone erosions [10–12]. Ex vivo assessment of cannulated wild-type (WT) vs. TNF-Tg PLV function revealed intrinsic defects in contractility isolated from the afferent joint and efferent PLN regardless of PLN expansion or collapse, suggesting that defects in PLV contractility are the inciting event in this process of lymphatic failure and arthritic progression [13]. Importantly, anti-TNF therapy is able to restore these PLV contractions associated with amelioration of arthritis [11]. We have also translated these findings to human RA, where subjects with active arthritis in their hands demonstrated significantly reduced lymphatic clearance from the web spaces adjacent to the metacarpophalangeal joints by near-infrared imaging of indocyanine green [14].

In our recent work, we have thoroughly evaluated the role of nitric oxide (NO) signaling in mediating the defects in lymphatic contractility noted during the progression of inflammatory arthritis. NO formation through inducible NO synthase (iNOS) produced by peri-lymphatic CD11b^+^ myeloid cells [15] and the LECs [16] themselves has been directly implicated to reduce lymphatic contractility with inflammation. In TNF-Tg mice with collapsed PLNs, CD11b^+^ and iNOS producing myeloid cells were found to be stagnant within PLVs by intravital microscopy [17] and progressively adhere to the LECs [11], likely involved in the contractile dysfunction. Importantly, treatment with a selective iNOS inhibitor in vivo was sufficient to recover PLV contraction frequency in TNF-Tg mice [16], and TNF-Tg x iNOS^−/−^ mice exhibited reduced joint disease at early time points in females with accelerated arthritic progression [18, 19]. Detailed assessment of PLV contractility ex vivo revealed that NOS inhibition similarly improved contraction frequency, but was unable to fully recover the reduced contractile amplitude [13]. Together, these studies demonstrated that contractility defects in TNF-Tg PLVs are only partially related to NO and suggested that the LMCs may be directly damaged and/or transcriptionally modified to explain the persistent PLV dysfunction that remained despite NOS inhibition. Thus, we completed the first single-cell RNA-sequencing (scRNAseq) analysis of PLV-LMCs and the vascular smooth muscle cells (VSMCs) of the adjacent SSV from mice, to define the transcriptome of these cell populations based on functional genomics. We also compared the transcriptomes of the identified LMC and VSMC clusters from WT and TNF-Tg mice to gain insights on the prototypic smooth muscle cell (SMC) genes expressed by these cells, and alterations in this homeostatic transcriptome in the setting of chronic TNF-induced inflammatory-erosive arthritis.

## Methods

### Mouse models and treatments

Animal experiments were approved by the University Committee for Animal Resources at the University of Rochester. All mice used for this study were maintained on a C57BL/6J genetic background. For the initial experiments to enrich for PLV-LMCs and SSV-VSMCs by fluorescence activated cell sorting (FACS) of tdTomato (tdT)^+^ cells, male and female *Cspg4*-Cre mice (Jackson Laboratory #029926) [20] were crossed with Ai9-tdTomato reporter animals (Jackson Laboratory #007909) [21], as previously described [22]. *Csgp4*-Cre^+/−^, Ai9-tdTomato^+/−^ offspring > 8 months old were used for the experiments (*n* = 3 mice / experiment, 2 replicates, *n* = 6 total mice), while *Cspg4*-Cre^−/−^, Ai9-tdTomato^+/−^ littermates (*n =* 1 mouse / experiment, *n =* 2 total mice) were used as negative controls to accurately gate for tdT^+^ cells. To evaluate PLV-LMCs and SSV-VSMCs by scRNAseq in inflammatory-erosive arthritis, 8–9-month-old TNF-Tg (3647 line, *n =* 3 mice) and WT mice (*n =* 3 mice) were used. Only male WT and TNF-Tg mice were used for the study given the early mortality of TNF-Tg females [19]. The TNF-Tg mice were originally obtained by Dr. George Kollias [23, 24] and have been maintained at the University of Rochester.

The experiments to validate the scRNAseq findings by whole mount immunofluorescent microscopy were performed in *Pdgfrb*-CreER (Jackson Laboratory #030201) [25], *Acta2*-Cre (Jackson Laboratory #029925) [20], and *Acta2*-CreER (a gift from Dr. Ivo Kaljzic at the University of Connecticut) [26] all crossed into Ai9-tdTomato reporter models. For the CreER experimental mice, tamoxifen (Millipore Sigma Cat# T5648) was dissolved in corn oil (Millipore Sigma Cat# C8267) at 10 mg/mL. In the *Pdgfrb*-CreER mice (2.5 months old), tamoxifen administration was performed by weight at 0.1 mg/g intraperitoneal, while for the adult *Acta2*-CreER (5 months old) a standard volume of 200 μL was injected intraperitoneal for 5 consecutive days. To confirm efficiency of the intraperitoneal tamoxifen administration, a *Pdgfrb*-CreER mouse was also induced via local administration of 10 μL into the footpad to drain directly into the PLVs for 5 consecutive days. Evaluation of tdT^+^ cells after tamoxifen induction was performed at least 7 days after the final injection.

The following primer sequences were used for genotyping of TNF-Tg and Cre lines:

- TNF-Tg Forward: 5′-TAC-CCC-CTC-CTT-CAG-ACA-CC-3′
- TNF-Tg Reverse: 5′-GCC-CTT-CAT-AAT-ATC-CCC-CA-3′
- Cre Forward: 5′-CCT-GGA-AAA-TGC-TTC-TGT-CCG-TTT-GCC-3′
- Cre Reverse: 5′-GAG-TTG-ATA-GCT-GGC-TGG-TGG-CAG-ATG-3′

### Tissue harvest and dissociation

Experimental mice were administered a lethal dose of ketamine / xylazine, and the fur on the hindlimbs was removed with depilatory cream. Evan’s blue dye (2%, Millipore Sigma Cat# E2129) was administered into the hindpaws to be absorbed by the PLVs. Before beginning the dissections, all equipment and gloves were cleaned thoroughly with RNase Zap (Ambion, Cat# AM9780) and 70% EtOH. The hindpaw was then secured to a silicone dish, and an incision was made on the posterolateral surface of the calf. The skin was removed to reveal the two PLVs (blue from the dye) that run parallel to the SSV, as previously described [22]. Forceps were used to grasp all three vessels (two PLVs and the SSV), and the vessels were dissected away from the underlying tissue then stored on ice in 200 μL (0.65 mL Eppendorf tube) of Dulbecco’s modified Eagle’s medium (DMEM) + GlutaMAX (Gibco, Cat# 10566-016) supplemented with 10% fetal bovine serum (FBS; Millipore Sigma Cat# F0926). After the vessels from all the mice were dissected, the vessels were sequentially placed under a microscope in a drop of the supplemented DMEM and the adipose tissue surrounding the vessels was shred by forceps to mechanically release the vessels from the fat, then the tissue was placed back on ice in the 200 μL of media. The bottom and top of a 100 × 15 mm petri dish (Falcon Cat# 351029) were both filled with sterile Dulbecco’s phosphate buffered saline (DPBS; Gibco Cat# 14190-144). The vessels were sequentially washed in the bottom and top of the petri dish, then cut into 4 or more small pieces. The vessels from one mouse (both hindlimbs) were dissociated into single cells together in 1 mL (1.5 mL Eppendorf tube) of Accumax (Innovative Cell Technologies Cat# AM-105) rotating for 1 h at room temperature. A 70 μm MACS SmartStrainer (Miltenyi Biotec Cat# 130-098-462) was placed on a 15-mL tube and wet with 3 mL of 10% FBS diluted in DPBS. The 1 mL of Accumax with suspended cells was then passed through the strainer into the 15-mL tube, and 1 mL of 10% FBS was used to wash the tube used for the enzymatic digestion then similarly passed through the strainer. This process was performed sequentially for all samples for a given experiment, thus pooling all cells from *n =* 3 mice. The cells were then pelleted at 300 g and 4 °C, and the supernatant was carefully removed until approximately 500 μL remained. An additional 500 μL of DPBS was then added and the cells were resuspended. The tube was then lightly vortexed to rinse the sides of the tube, and the 1 mL of total fluid was transferred to a 1.5-mL Eppendorf tube. The cells were then pelleted at 600 g and 4 °C, then resuspended in 500 μL of DPBS. One drop of NucBlue Fixed Cell Stain (DAPI formulation, Thermo Fisher Scientific Cat# R37606) was added to label dead cells. The cells were then transferred to the Flow Cytometry Core (FCC) at the University of Rochester on ice.

### FACS and single-cell library preparation

The day before the experiment, 1.5-mL Eppendorf tubes for cell collection by FACS were filled with 1.5 mL of 100% FBS. Before transfer of the cells to the FCC, the 100% FBS was removed and replaced with 150 μL of 2% FBS diluted in DPBS. Both an 85 μm (tdT1) and 100 μm (tdT2, WT, and TNF-Tg) nozzle was used for the FACS on a BD FACSArea II instrument sorted with a purity mask. The tdT cell samples from the *Cspg4*-Cre;Ai9-tdTomato mice were sorted using the strategy outlined in Fig. 1 for all cells by forward/side scatter, DAPI^−^ live cells, and then tdT^+^ cells as the final gate for collection. The WT and TNF-Tg cell samples were sorted using the gating strategy described in Fig. 2 specific for high forward/side scatter events. These non-fluorescent samples were similarly sorted for DAPI^-^ live cells as the final gate for collection. Importantly, after the first experiment conducted on tdT1, we modified a number of parameters in order to enhance cell viability post-sorting. The following parameters for experiments tdT2, WT, and TNF-Tg were changed: 1) Increased nozzle size from 85μm to 100μm; 2) Reduced the possibility of cell adhesion to the FACS collection tube by filling the collection tube with 100% FBS held at 4°C overnight before replacing with the collection media; and 3) Relied on FACS sorting of DAPI^-^ live cells to quantify viability, and omitted steps to measure viability before sequencing given cell count and time constraints. These parameter modifications may explain the slight difference in events and cell counts among distinct scRNAseq experiments.

**Fig. 1:**
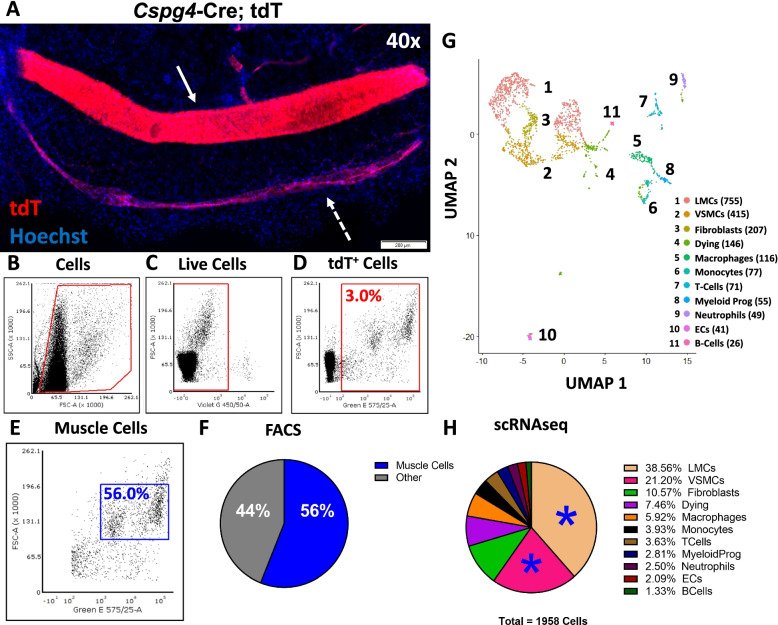
FACS enrichment of tdT^+^ SMCs from lower limb vasculature of Cspg4-Cre;Ai9-tdTomato mice validated by scRNAseq. Popliteal lymphatic vessel **(**PLV) (dashed arrow) and the adjacent superficial saphenous vein (SSV) (solid arrow) from *Cspg4*-Cre;tdTomato (tdT) mice were processed for whole mount fluorescent microscopy [22], and a representative × 40 image is shown (**A**). A single-cell suspension was prepared by pooling the digested SSV and both adjacent PLVs from the hindlegs of *Cspg4*-Cre;tdT mice (*n =* 3), which were sequentially sorted by fluorescence activated cell sorting (FACS) to exclude debris (**B**), and enrich for live (DAPI^−^, **C**) and tdT^+^ cells (**D**). Two replicates (*n =* 3 mice each) were performed with 16,896 (tdT1) and 2771 (tdT2) events sorted for downstream single-cell RNA-sequencing (scRNAseq) (red gates). Within the tdT^+^ events, two predominant cell populations were noted by tdT signal intensity (within blue rectangle in **E**), presumed to be tdT^lo^ lymphatic muscle cells (LMCs) and tdT^hi^ vascular smooth muscle cells (VSMCs) based on the whole mount studies shown in (**A**). These two populations (inside blue rectangle in **E**) account for 56.0% of the sorted cells (9467 events vs 16,896 total tdT^+^ events for tdT1) (**F**). The two tdT replicates were integrated, and UMAP was used to embed the data into 2D space where a minimally supervised shared nearest neighbor (SNN) clustering algorithm resolved 11 clusters. Each cluster was labeled by cell type with number of cells for each cluster in parentheses, and numbers on the UMAP correspond with the cluster order (**G**). Together, the LMC and VSMC populations (blue stars) represent 59.8% of the total sequenced cells, consistent with the FACS analysis shown in (**E** and **F H**)

**Fig. 2:**
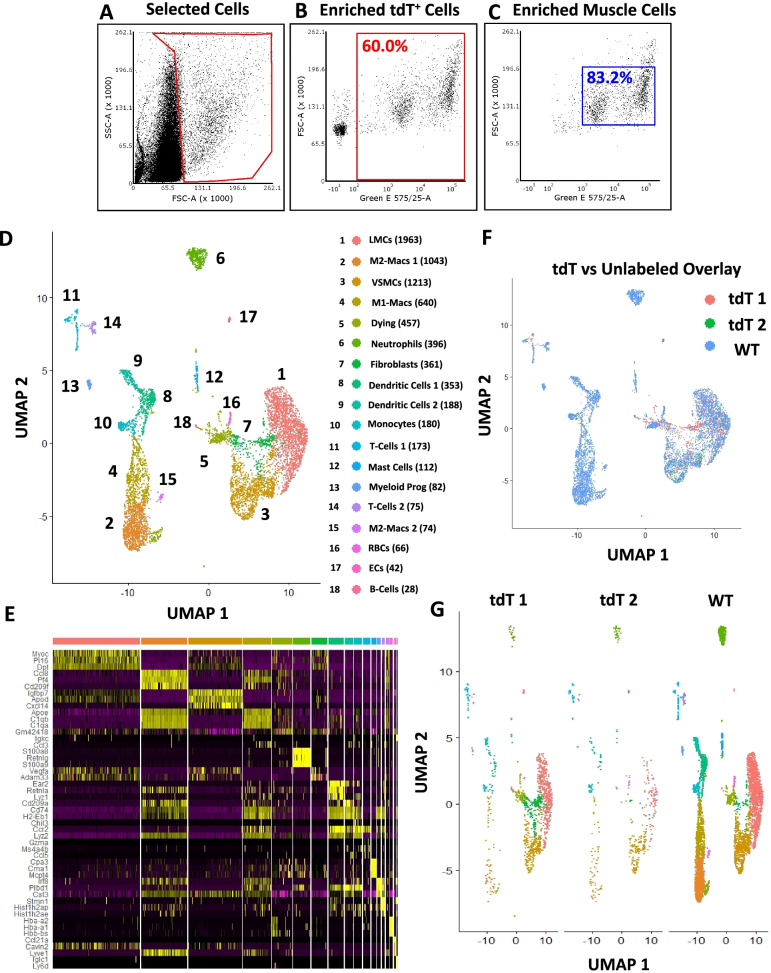
Strategic gating of unlabeled vasculature derived cells from WT mice enriches for SMCs. Further fluorescence activated cell sorting (FACS) analysis of tdTomato (tdT) sorted cells from *Cspg4*-Cre;Ai9-tdT mice described in Fig. 1 revealed that selectively gating for high side and forward scatter events (**A**) enriched for the tdT^+^ smooth muscle cell (SMC) populations, where the percent of tdT^+^ cells relative to total gated live cells increased from 3.0% (gating as in Fig. 1) to 60.0% (**B**). Moreover, 83.2% of these tdT^+^ events represent the SMC populations (relative to 56.0% as in Fig. 1) (**C**). Popliteal lymphatic vessels (PLVs) and superficial saphenous veins (SSVs) from 8–9-month-old wild-type (WT) mice (*n =* 3) were harvested, and the gating strategy represented in **A** was performed and DAPI^−^ live events were selected (13,130 sorted events) for downstream single-cell RNA-sequencing (scRNAseq). The tdT and WT datasets were integrated and a total of 7446 cells (1958 tdT and 5488 WT) were analyzed by minimally supervised shared nearest neighbor (SNN) clustering algorithms in Seurat. Each cluster was labeled by cell type and the total number of cells for each cluster is shown in parentheses (**D**). A heatmap represents the top 3 differentially expressed genes for all 18 cell clusters (duplicate genes omitted) with each cluster color coated and in the same cluster order (left to right) as the UMAP in (**D**) (**E**). A full gene list for each cluster is provided in the Supplementary Materials. Overlay of the two tdT replicates with the WT sample demonstrated remarkable conservation of cell types with limited batch effect (**F**). UMAPs of the tdT replicates and WT sample are shown side-by-side to further depict the conservation of cell types, and proportional changes in cell populations with the two different sorting strategies for tdT and WT samples (**G**)

The cells were immediately transferred to the Genomics Research Center at the University of Rochester for single-cell library preparation. The sorted cells were counted and then loaded on a Chromium Single-Cell Instrument (10x Genomics, Pleasanton, CA, USA) to generate single-cell Gel Bead-in-Emulsions (GEMs). Library generation for scRNAseq was accomplished using the Chromium Single-Cell 3′ Library & Gel Bead Kit (10x Genomics) based on the manufacturer’s instructions. After reverse transcription of the GEMs, the barcoded cDNA was purified with DynaBeads MyOne Silane Beads (Thermo Fisher Scientific Cat# PN37002D) and amplified by PCR for 3′ cDNA library construction. Illumina’s (San Diego, CA, USA) NextSeq 550 (tdT1 sample) and NovaSeq 6000 (tdT2, WT, and TNF-Tg samples) sequencers were then used to generate the sequenced data. Note, when evaluating the relationship between FACS event and sequenced cell counts, many factors such as adhesion of cells to the collection tube, cell loss when concentrating cells for sequencing, and/or variable single-cell capture efficiency may lead to different total downstream sequenced cell numbers. Nevertheless, our FACS and sequencing strategies provide an optimal condition for enhanced cell viability post-sorting and high single-cell capture efficiency.

### Single-cell RNA-seq data analysis

The filtered feature matrices were imported and analyzed using the Seurat packages (Seurat v4.0.3) in RStudio (v1.2.1335; R v4.1.1) [27–30]. A shared nearest neighbor (SNN) clustering algorithm was used to embed the data into 2D space using a Uniform Manifold Approximation and Projection (UMAP) [31]. The data was processed according to the instructions of the Seurat R package and the cell clusters were then defined using resolution = 0.5. For Fig. 3, the clusters were generated in an unsupervised manner, while generation of cell clusters for Figs. 1 and 2 and Supplementary Figure 7 was minimally supervised for comparable clustering of the SMC populations as in Fig. 3. For example, prior to user supervision for Fig. 1, the VSMC population was split into 2 clusters that were then merged together as determined by unsupervised clustering when more cell types were sequenced in Fig. 3. Multiple scRNAseq datasets were integrated using commonly expressed gene anchors, while the identities of the original datasets could be extracted for comparative analysis. The “FindAllMarkers” command was used to identify the differentially expressed genes among each cluster, while “FindMarkers” with identities specified (i.e., WT or TNF-Tg, LMC or VSMC) was used to determine changes in gene expression between groups. These commands calculate the log_2_ fold-change (log2FC) and false discovery rate (FDR) based on statistical analysis using the non-parametric Wilcoxon rank sum test between the specified groups. The R package ggplot2 (v3.3.5) [32] was used to create the violin plots for comparing gene expression.

**Fig. 3:**
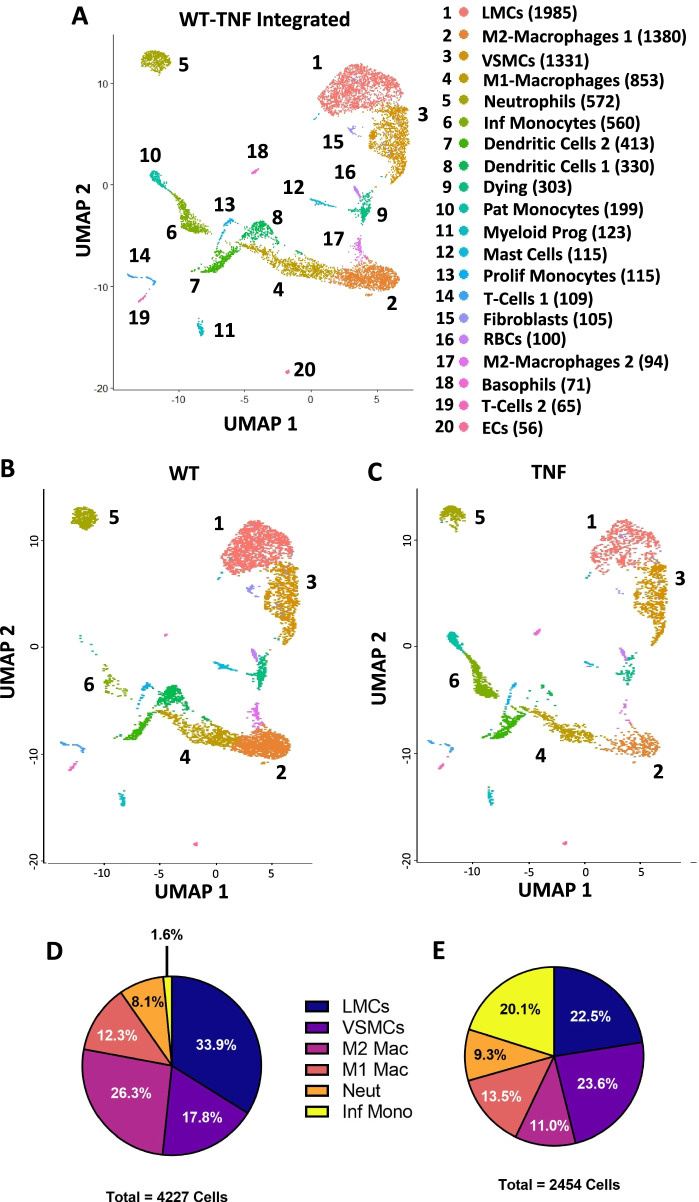
Decreased LMCs and M2-macrophages with increased inflammatory monocytes from peripheral vasculature of TNF-Tg arthritic mice. To compare with the wild-type (WT) dataset described in Fig. 2, popliteal lymphatic vessels (PLVs) and superficial saphenous veins (SSVs) from 8–9-month-old tumor necrosis factor transgenic (TNF-Tg) mice (*n* = 3) with 6963 events were isolated by fluorescence activated cell sorting (FACS) for single-cell RNA-sequencing (scRNAseq). The WT and TNF-Tg datasets were integrated and the unsupervised shared nearest neighbor (SNN) clustering algorithm in Seurat resolved 20 distinct cell clusters from the 8879 total cells (5488 WT and 3391 TNF) analyzed. Each cluster was labeled by cell type with total number of cells for each cluster in parentheses and each cluster numbered on the UMAP (**A**). Sub-analysis of the top 6 most abundant cell populations in the WT (**B**) and TNF-Tg (**C**) samples was performed to assess changes in cell proportions between the conditions. In the 4227 subclustered cells from the WT dataset, a small proportion of the cells represented inflammatory monocytes (1.6%), while lymphatic muscle cells (LMCs) (33.9%) and M2 macrophages (26.3%) were the predominant cell populations (**D**). In the 2454 subclustered cells from TNF-Tg mice, the inflammatory monocyte population expanded dramatically to 20.1%, while both LMCs and M2 macrophages decreased to 22.5% and 11.0%, respectively (**E**). The cell counts and percentages for each cluster between WT and TNF-Tg vasculature are provided in Table 1. Supplementary Figure 4 describes the markers used to define the specific monocyte and macrophage populations, while Fig. 4 and Supplementary Figures 5, 6, and 7 together describe the identification of LMCs

### Pathway analysis

Differentially expressed genes (DEGs) between TNF-Tg and WT LMCs (Supplementary Materials) were uploaded into the Ingenuity Pathway Analysis (IPA; July 2021 release, Qiagen, Hilden, Germany) software. The “Expression” core analysis was performed based on expression log ratio. Within the core analysis, the graphical summary, canonical pathways, and diseases and functions (inflammatory response) panels were directly evaluated. The graphical summary was provided directly from IPA, while the additional gene expression and pathway graphs were generated in GraphPad Prism (v9.1.0, San Diego, CA, USA) based on exported Excel sheets.

### Immunostaining and fluorescent microscopy

PLVs with or without the adjacent SSV were processed for whole mount immunofluorescent microscopy, as previously described [22]. Briefly, after dissection the vessels were fixed in 10% normalized buffered formalin (NBF) for 30 min, and then washed in 0.1% Triton X-100 (Millipore Sigma Cat# X100) / 1× TBS (Bio-Rad Cat# 1706435) solution (3×, 10min) rocking at room temperature. The vessels were then permeabilized overnight in 0.3% Triton X-100 / 1× TBS solution rocking at 4 °C. The vessels were blocked in 5% normal goat serum (Thermo Fisher Scientific Cat#50062Z) / 0.3% TritonX-100 / 1× TBS solution rocking at room temperature for 1 h. The vessels were incubated overnight rocking at 4 °C in primary antibody solution diluted in 5% normal goat serum / 0.3% TritonX-100 / 1× TBS; anti-alpha smooth muscle actin (αSMA) Alexa Fluor 488 conjugated antibody (Thermo Fisher Scientific Cat# 53-9760-82) was used at 1:100 dilution. To wash the primary antibody, the vessels were incubated with 0.1% TritonX-100 / 1× TBS (3×, 10 min) then mounted on a microscope slide with 1 drop of ProLong Gold Antifade Mountant (Thermo Fisher Scientific Cat# P36930) and NucBlue Live ReadyProbes (Hoechst 33342 formulation; Thermo Fisher Scientific Cat# R37605). The slides were then imaged by an Olympus VS120 slide scanner or Nikon A1R HD confocal microscope.

### Micro-computed tomography (μCT)

After vessel dissection, the ankles were harvested and submitted for μCT at the Biomechanics and Multimodal Tissue Imaging Core in the Center for Musculoskeletal Research at the University of Rochester. The ankle joints were imaged using the Scanco Medical VivaCT 40 with the following imaging parameters: 55 kV, 145 μA, 300 ms integration time, 2048 × 2048 pixels, 1000 projections over 180°, and resolution of 17.5 μm isotropic voxels. The DICOM files were then imported into Amira software (v2020.1, Thermo Fisher Scientific, Hillsboro, OR, USA) and the talus was segmented for bone volume measurements, as previously described [33]. Briefly, a set threshold of 2500 Hounsfield units (HU) was used to define bone, and the talus was segmented in the Segmentation Editor. A “Volume Rendering” module with lookup table set to 2500–4500 HU was used for visualization, while “Generate Surface” and “Surface View” modules were used to overlay the talus segmentation in the image. The “Material Statistics” module on the label field defining the talus was used to extract the volume measurements. The volume measurements were exported to GraphPad Prism for statistical analysis using an unpaired *t*-test to compare WT and TNF-Tg talus bone volumes.

### Statistical analysis

To statistically evaluate changes in gene expression across the scRNAseq experiments, the non-parametric Wilcoxon rank sum test was performed in R between groups with FDR (adjusted *p*-value) of < 0.01 considered significant. All other statistical analysis was performed in GraphPad Prism.

### Data availability

The scRNAseq datasets generated in the current study are deposited on NIH Gene Expression Omnibus (GEO; accession number GSE190999), and source code will be provided upon reasonable request. Excel sheets describing the differentially expressed genes for (1) tdT-WT integrated clusters (Fig. 2), (2) WT-TNF integrated clusters (Fig. 3 and Supplementary Figure 2), (3) LMC-VSMC cluster subsets from WT-TNF integration (Supplementary Figure 7), (4) LMC cluster in the WT vs TNF-Tg condition (Fig. 5, Table 2, and Table 3), and (5) VSMC cluster in the WT vs TNF-Tg condition (Table 2 and Table 3) are provided in the Supplementary Materials. All other datasets generated or analyzed during this study are either included in this published article (and its supplementary information files) or will be made available upon reasonable request.

## Results

### FACS enrichment of tdT^+^ SMCs from lower limb vasculature of Cspg4-Cre;Ai9-tdTomato mice validated by scRNAseq

Based on our recent demonstration of tdT reporter gene expression in LMCs and VSMCs of lower limb vasculature from *Cspg4*-Cre;Ai9-tdT mice [22], we aimed to utilize the reporter gene expression as an approach to isolate primary LMCs and VSMCs for scRNAseq. Fluorescent microscopy of the isolated PLV and adjacent SSV demonstrated that the VSMCs exhibited more intense fluorescence than LMCs (Fig. 1A). Quantification of reporter tdT signal intensity in these vessels confirmed that SSVs were significantly brighter (63.83 ± 5.43 artificial units (AU)) than PLVs (22.28 ± 5.45 AU) (*p* < 0.05 by unpaired *t*-test, *n =* 5 vessels each group). To assess the utility of this fluorescent label for isolation of the SMC populations, we pooled single-cell suspensions from digested PLVs and associated SSVs from *Cspg4*-Cre;Ai9-tdT mice for FACS enrichment of tdT^+^ cells (Fig. 1B–D). Post-sort analysis of the tdT^+^ cells revealed two distinct populations based on tdT expression, which accounted for 56.0% of the sorted cells isolated for scRNAseq (Fig. 1E, F). For validation of internal consistency with this FACS protocol, the tdT sort was performed twice with each replicate referred to as tdT1 and tdT2. 

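The tdT experiment gave 2 libraries of tdT+ cells, each from the vessels of 3 pooled mice more than 8 months old. The cells were captured in droplets in which each mRNA molecule received a unique molecular identifier (UMI). The deposited values are the UMI counts per gene and cell that the authors obtained with Cell Ranger for the barcodes it called as cells, without normalization. The tdT1 library, sorted through an 85 μm nozzle and sequenced on a NextSeq, held 14256192 UMIs from 1504 cells, with a median of 6393.5 UMIs per cell. The tdT2 library, sorted through a 100 μm nozzle and sequenced on a NovaSeq, held 2357031 UMIs from 454 cells, with a median of 4932.5. The tdT reporter was listed as a gene in the matrix of tdT2 and not in that of tdT1. For the clustering, the counts of each cell were log-normalized per 10000 UMIs, and the replicates were integrated through anchors in Seurat and clustered at a resolution of 0.5, the value the methods state. The 58 genes that the paper names were left out of the clustering features, and 1960 features remained. A cluster received the name of a cell type when at least 3 marker genes of that type, none of them among the 58, were within its 50 genes with the highest fold over the other cells. The markers of LMCs, VSMCs and several leukocyte types came from the paper's own cluster genes for these libraries. The names are therefore not independent of the paper's clusters. The resulting classes are written as LMC-like, VSMC-like and so on, and clusters short of markers stayed unnamed. So did clusters with markers of rival types, unless both were leukocyte types, and shallow clusters without a leading marker. Predicted doublets were kept. Shares of cells within 1 library are followed by exact Clopper-Pearson 95% intervals, and every interval covers counting error only.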

The scRNAseq of both tdT replicates was performed separately, and then merged together for analysis on an integrated dataset. After removing low-quality cells, a total of 1958 cells were used for downstream analysis. 

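The cells in the matrices ranged from 502 to 39541 UMIs in tdT1 and from 510 to 18790 UMIs in tdT2. The median number of genes detected per cell was 2142.5 in tdT1 and 1804 in tdT2. Mitochondrial genes gave over 10% of the UMIs in 516 cells of tdT1 and in 1 cell of tdT2. Fewer than 500 genes were detected in 197 cells of tdT1 and in 31 cells of tdT2. Scrublet predicted 5 doublets in tdT1 and 2 in tdT2, where loading such cell numbers was taken to give 1.20% and 0.363% of doublets.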

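Clustering of the integrated tdT replicates gave 16 clusters. A set of genes was used to read their broad type, with UMIs summed over the cells of a cluster in 1 library and divided by all UMIs of those cells and scaled to 1000000 UMIs (CPM). *Prrx1* (ENSMUSG00000026586, chromosome 1 of GRCm38 from 163245119 to 163313710) encodes a homeobox transcription factor. Positions were taken from the GENCODE annotation of that build, since the paper's text does not name the one used for counting. *Prrx1* stood at 440.1 CPM in the LMC-like cluster of tdT1 and at 469 CPM in that of tdT2. In the VSMC-like cluster, it was 765 CPM in tdT1 and 622 CPM in tdT2. Another 5 clusters had no cell type name and held between 167 and 958 CPM of *Prrx1*, and together they made up 544 cells of tdT1 and 123 cells of tdT2. The leukocyte clusters, taken together, held 12.5 CPM of *Prrx1* in tdT1 and 2.20 CPM in tdT2. *Ptprc* (ENSMUSG00000026395, chromosome 1 from 138062861 to 138175708), which encodes CD45, was at 977 CPM in these leukocyte clusters of tdT1 and at 618 CPM in those of tdT2. In LMC-like cells, *Ptprc* was at 1.72 CPM in tdT1. It was not detected in those of tdT2, where a count of 0 allows up to 14.3 CPM. The mitochondrial gene *mt-Cytb* (ENSMUSG00000064370, positions 14145 to 15288 of the mitochondrial genome) reached 59784 CPM in an unnamed cluster of 70 cells, against 2148 CPM in the LMC-like cells of tdT1. All cells of that cluster came from tdT1, and their median mitochondrial share was 70.3% of UMIs.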

With a minimally supervised clustering approach (defined in “Methods”), we identified 11 cell populations (Fig. 1G), 3 of which were determined to be stromal cells due to high expression of *Prrx1*; hematopoietic cells were identified by *Ptprc* (CD45) enrichment, while remaining low-quality, dying cells were defined by enhanced mitochondrial gene expression (i.e., *mt-Cytb*) (Supp. Fig. 1). Remarkably, the clusters identified as the SMC populations made up 59.8% of the cells analyzed by scRNAseq (Fig. 1H), similar to the proportion predicted by FACS in Fig. 1F.

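LMC-like cells made up 24.7% of tdT1 [22.6–27.0] and 6.17% of tdT2 [4.14–8.79], and VSMC-like cells made up 11.1% of tdT1 [9.56–12.8] and 21.1% of tdT2 [17.5–25.2]. Together, the SMC-like classes held 539 of the 1504 cells of tdT1 and 124 of the 454 cells of tdT2. Their share was 31.6% ± 6.03 of cells (SD, n = 2 libraries), and 33.9% of the cells of both libraries counted as 1 pool. The intervals of the replicates did not overlap for LMC-like cells (15.5% ± 13.1, SD, n = 2), for VSMC-like cells or for both classes together (35.8% of tdT1 [33.4–38.3] and 27.3% of tdT2 [23.3–31.7]). Unnamed stromal clusters added 36.2% of tdT1 [33.7–38.7] and 27.1% of tdT2 [23.1–31.4]. Stromal cells with and without a name then came to 72.0% of tdT1 [69.7–74.3] and 54.4% of tdT2 [49.7–59.1]. The setting that moved the SMC-like share most was the removal of cells with over 10% mitochondrial UMIs or under 500 genes, after which its mean was 50.4%. The names were rebuilt from marker genes and no cell labels of the authors are in the files, so these shares depend on which clusters received a name. The paper compares the share of LMCs and VSMCs among the sequenced cells with the FACS gates and states that they are similar.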

### Strategic gating of unlabeled vasculature derived cells from WT mice enriches for SMCs

A serendipitous finding of our initial scRNAseq experiment with *Cspg4*-Cre;Ai9-tdT mice was that the reporter dim (LMC) and bright (VSMC) populations identified by tdT fluorescent signal (Fig. 1D) could also be identified by forward and side scatter signals by flow cytometry. Thus, we performed a post hoc analysis to determine if selecting for high forward and/or high side scatter events outside of the predominant cell conglomerate (Fig. 2A) enriches the tdT^+^ cell population. The results confirmed that the majority (60.0% of total events in red gate) are the tdT^+^ cells we aimed to sort for scRNAseq (Fig. 2B). Furthermore, by selecting for high forward and/or side scatter events, many of the proposed non-SMC events that contaminated the tdT^+^ cells from Fig. 1 were excluded with this approach, increasing the SMC proportion from 56.0% (Fig. 1F) to 83.2% (Fig. 2C) of the tdT^+^ cells sorted in Fig. 1. 

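A single WT library of sorted cells was made from the PLVs and SSVs of 3 pooled mice, aged 8 to 9 months in the methods and 9 months in the sample labels. The values in its deposited matrix are UMI counts per gene and cell from Cell Ranger, without normalization, for 5488 cells and 68773605 UMIs. The cells held from 511 to 59886 UMIs, with a median of 12660 UMIs and 3276 genes per cell. Mitochondrial genes gave over 10% of the UMIs in 252 cells, and 137 cells were predicted doublets. Without a second WT library, the condition has no replicates, and differences between WT and another sample cannot be told apart from differences between preparations.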

Based on this analysis, single-cell suspensions from the PLVs and SSVs of 8–9-month-old WT mice (*n =* 3) were sorted by FACS solely based on these high forward and/or side scatter parameters, and scRNAseq was performed on the sorted cells. 

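The WT library was integrated with tdT1 and tdT2 over 1954 clustering features, by the method used for the tdT replicates. The 7446 cells fell into 20 clusters at the same resolution. A cluster of 68 cells with M2-macrophage markers held 66 predicted doublets.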

For scRNAseq analyses, the 7446 total cells from the two tdT replicates and the WT sample were integrated to evaluate conservation of the cell types (Fig. 2D), which identified 18 unique cell clusters defined by their differential gene expression (Fig. 2E). When the datasets were overlayed (Fig. 2F) and shown side-by-side (Fig. 2G), there was remarkable consistency of the cell types between the samples. 

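Every class with at least 1% of the cells of the WT library contained cells of both tdT replicates. LMC-like cells numbered 562 in tdT1, 92 in tdT2 and 1403 in the WT library. VSMC-like cells numbered 253, 111 and 656 in the same order. T-cell-like clusters held 2.66% of tdT1, 4.85% of tdT2 and 1.44% of the WT cells. Endothelial-like cells were 2.19% of tdT1 and 1.32% of tdT2, and 0.0364% of the WT cells. Clusters without a name took up 28.7% of tdT1, 13.0% of tdT2 and 8.87% of the WT cells.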

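Leukocyte clusters of the integrated tdT and WT cells held 216 cells of tdT1, 170 cells of tdT2 and 2825 cells of the WT library. Their share was 14.4% of tdT1 [12.6–16.2], 37.4% of tdT2 [33.0–42.1] and 51.5% of the WT library [50.1–52.8]. The WT share was above that of each tdT replicate, by a log2 ratio of 1.84 against tdT1 alone and of 0.46 against tdT2 alone. Against the mean of the replicates, the log2 ratio was 0.99, with an SD of 0.98 between the replicates (n = 2), so that the choice of replicate decides its size. Macrophage-like cells were 3.26% of tdT1 [2.42–4.28], 11.5% of tdT2 [8.67–14.7] and 29.5% of the WT cells [28.3–30.8]. Neutrophil-like cells were 1.26% of tdT1 [0.762–1.97] and 6.32% of the WT cells [5.69–7.00]. In tdT2, they were 6.61% [4.50–9.30], a share whose interval overlaps that of the WT library. A monocyte-type cluster without a single best name held 26 cells of tdT1, 30 of tdT2 and 147 of the WT library.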

As further demonstration of the selectivity for tdT expression in the stromal cells, there was a dramatic increase in hematopoietic cell populations (predominately monocytes, macrophages, and neutrophils) for the WT sample, which were relatively sparse in the tdT replicates. However, with the gating strategy shown in Fig. 2A, the SMCs remained a predominant cell population. 

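In the same integration, LMC-like and VSMC-like cells together made up 37.5% of the WT cells [36.2–38.8]. The corresponding share was 54.2% of tdT1 [51.6–56.7] and 44.7% of tdT2 [40.1–49.4]. Within the WT library, LMC-like cells were 25.6% [24.4–26.7] and VSMC-like cells 12.0% of all cells, against 20.8% [19.7–21.9] for M2-macrophage-like and 8.73% [7.99–9.51] for M1-macrophage-like cells. The paper calls the selectivity of high scatter for SMCs intuitive, from their known large and elongated shape.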

In fact, the selectivity of SMCs for high forward (large) and/or high side (irregular shape) scatter events is intuitive based on the known large and elongated cell shape of SMCs.

### Decreased LMCs and M2-macrophages with increased inflammatory monocytes from joint-draining vasculature of TNF-Tg arthritic mice

Based on the success of the sorting strategy introduced in Fig. 2, we repeated this process for 8–9-month-old TNF-Tg mice (*n =* 3). 

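The TNF-Tg library was prepared from the pooled PLVs and SSVs of 3 mice, 8 to 9 months old in the methods and 9 months old in the sample labels. Its deposited UMI counts, obtained by the authors with Cell Ranger and not normalized, cover 3391 cells and 37557627 UMIs. The number of UMIs per cell ranged from 500 to 55511 with a median of 10605, and the median number of genes per cell was 2764. Over 10% of the UMIs were mitochondrial in 65 cells, and 48 cells were predicted doublets. Each of the compared conditions is 1 library, run separately, so there are no replicates of either, and condition and batch cannot be told apart. Intervals around the values of TNF-Tg and WT mice therefore hold no variation between mice or preparations, and no p value was computed for any difference between them.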

Integration of PLVs and SSVs from WT and TNF-Tg mice identified 20 unique cell clusters from a total of 8879 cells (5488 WT and 3391 TNF-Tg) analyzed (Fig. 3A) with differentially expressed genes for each cluster depicted as a heatmap (Supp. Fig. 2). 

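Integration of the WT and TNF-Tg libraries over 1950 features gave 21 clusters. The LMC-like class was 1 cluster of 1433 WT cells and 532 TNF-Tg cells, with medians of 16176 and 12428.5 UMIs per cell. The VSMC-like class was a pair of clusters with 817 WT cells and 630 TNF-Tg cells. The smaller of these clusters had 329 cells, of which 92 were predicted doublets. Clusters without a name held 6.65% of the WT cells [6.01–7.34] and 4.57% of the TNF-Tg cells [3.89–5.33].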

The 8–9-month-old TNF-Tg mice used in this study were confirmed to have severe arthritis in their ankles afferent to the PLVs by μCT with significantly reduced talus bone volumes (WT 1.39 ± 0.07 vs TNF-Tg 0.49 ± 0.12 mm^3^, *p* < 0.0001; Supp. Fig. 3). 

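Marker levels were read as CPM of the UMIs summed over a class, and the share of cells with a UMI was read after every cell had been thinned to 3000 UMIs. Cells with fewer UMIs were left out, which removed 11 WT and 14 TNF-Tg cells of the M2-macrophage-like class and 1 WT and 9 TNF-Tg cells of the inflammatory class. *Itgam*, which encodes CD11b, was at 357 CPM in M2-macrophage-like, 293 CPM in M1-macrophage-like and 267 CPM in inflammatory monocyte-like cells of WT mice. In WT LMC-like cells, which should lack it, *Itgam* was at 3.65 CPM and was seen in 0.352% of thinned cells. *Cx3cr1* was at 487 CPM in the 8 patrolling monocyte-like cells of WT mice and at 650.3 CPM in the 203 of TNF-Tg mice. It reached 244 and 304 CPM in inflammatory monocyte-like cells and stayed at 0.212 and 6.68 CPM in M2-macrophage-like cells. *Ccr2* was at 1992 CPM in inflammatory monocyte-like cells of WT mice and 702 CPM in those of TNF-Tg mice, and at 795 and 1530.2 CPM in M1-macrophage-like cells. Its UMIs in VSMC-like cells, in contrast, dropped from 693 to 38 when predicted doublets were removed. *Ly6c2* was seen in 65.2% of thinned inflammatory monocyte-like cells of WT mice and in 80.8% of those of TNF-Tg mice. The corresponding shares of *Ly6c2* were 0.182% and 2.39% in M2-macrophage-like cells and 0.422% and 0.378% in LMC-like cells. *Cd163* stood at 1782 CPM in WT and 1601 CPM in TNF-Tg M2-macrophage-like cells, against 1008 and 129 CPM in M1-macrophage-like cells. For *Mrc1*, the levels were 2742 and 3457 CPM in M2-macrophage-like and 1859.9 and 1157 CPM in M1-macrophage-like cells. *Ccl2* was higher in M1-macrophage-like cells, at 1005 CPM in WT and 1787 CPM in TNF-Tg mice, than in M2-macrophage-like cells, at 630.4 and 1019 CPM. None of these genes was used to build or name the clusters. The markers that named the macrophage and inflammatory monocyte classes were the paper's own cluster genes for these libraries.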

The various monocyte and macrophage populations were identified as a group based on *Itgam* (CD11b) expression, and subdivided based on gene enrichment, where patrolling monocytes (Pat Monocytes, cluster 10) express *Cx3cr1*, inflammatory monocytes (Inf Monocytes, cluster 6) express *Ccr2* and *Ly6c2*, and the primary M2-macrophage population (M2-Macrophages 1, cluster 2) was defined as *Cd163*^Hi^/*Mrc1*^Hi^/*Lyve1*^Hi^ relative to the *Ccr2*^+^/*Ccl2*^Hi^ M1-macrophage cluster (cluster 4) [34–37]. 

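*Lyve1* (ENSMUSG00000030787, chromosome 7 from 110850607 to 110863239) encodes a hyaluronan receptor. M2-macrophage-like cells held 10737 UMIs of *Lyve1* in the WT library, or 758 CPM, and 2828 UMIs in the TNF-Tg library, or 899 CPM. A *Lyve1* UMI was seen in 95.9% of these cells in WT and in 95.5% in TNF-Tg mice, at median depths of 12583 and 10943 UMIs. After thinning to 3000 UMIs, the shares were 80.8% and 86.9%. M1-macrophage-like cells held 202 CPM of *Lyve1* in WT and 8.08 CPM in TNF-Tg mice, with a UMI in 28.1% and 0.906% of thinned cells. In LMC-like cells, which served as the background, *Lyve1* was seen in 0.914% of thinned WT cells, at a median depth of 16176 UMIs before thinning.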

Of note was the enrichment of M2-macrophage populations for *Lyve1*, previously identified as an essential factor in mediating collagen content in VSMCs [38] (Supp. Fig. 4). The UMAPs of the WT (Fig. 3B) and TNF-Tg (Fig. 3C) cells analyzed by scRNAseq are shown with the top 6 clusters by number of cells identified to evaluate changes in cell proportions between WT and TNF-Tg mice (Fig. 3D, E). 

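Inflammatory monocyte-like cells numbered 67 in the WT library and 488 in the TNF-Tg library, and the corresponding shares of all cells were 1.22% [0.947–1.55] and 14.4% [13.2–15.6]. Over the 6 largest cell types alone (LMC-like, M2-macrophage-like, VSMC-like, M1-macrophage-like, neutrophil-like and inflammatory monocyte-like), they rose from 1.56% of 4289 WT cells [1.21–1.98] to 19.7% of 2478 TNF-Tg cells [18.1–21.3]. The log2 ratio of the shares of all cells was 3.56 [3.20–3.94]. It stayed positive in each alternative that was run. It moved most, to 2.73, when genes at least 2-fold apart between the libraries were left out of the clustering features, and was 4.36 when the libraries were merged without integration.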

Notably, inflammatory monocytes (cluster 6) expanded dramatically from 1.6% in WT mice to 20.1% in TNF-Tg mice. In addition, the LMC population decreased in TNF-Tg mice from 33.9% in WT to 22.5% in TNF-Tg, similar to recent reports of a progressive reduction of LMC coverage surrounding synovial lymphatic vessels of TNF-Tg animals [39]. 

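LMC-like cells were 26.1% of all WT cells [25.0–27.3] and 15.7% of all TNF-Tg cells [14.5–17.0], a log2 ratio of −0.73 [−0.87 to −0.61]. Over the 6 largest cell types, their share was 33.4% [32.0–34.8] in WT and 21.5% [19.9–23.1] in TNF-Tg mice. VSMC-like cells moved the other way, from 14.9% to 18.6% of all cells, a log2 ratio of 0.32 [0.18–0.46]. Among LMC-like and VSMC-like cells alone, LMC-like cells made up 63.7% of 2250 WT cells [61.7–65.7] and 45.8% of 1162 TNF-Tg cells [42.9–48.7]. With genes at least 2-fold apart between the libraries left out of the features, the log2 ratio of the LMC-like share was −0.70. Without integration it was −1.69, in a setting where an unnamed stromal cluster held almost only TNF-Tg cells.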

Associated with these changes was a considerable decrease in M2-macrophages from 26.3% in WT to 11.0% in TNF-Tg mice, which may negatively impact the homeostasis of LMCs. 

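M2-macrophage-like cells numbered 1111 in the WT library and 265 in the TNF-Tg library. Over the 6 largest cell types, these were 25.9% [24.6–27.2] and 10.7% [9.50–12.0]. Over all cells, the shares were 20.2% [19.2–21.3] and 7.81% [6.93–8.77], a log2 ratio of −1.37 [−1.56 to −1.19]. The alternatives placed this ratio between −1.50 and −1.32, with −1.34 after the exclusion of genes at least 2-fold apart from the clustering features. M1-macrophage-like cells kept a like share of all cells, with 9.42% in WT and 9.91% in TNF-Tg mice and a log2 ratio of 0.07 [−0.12 to 0.26]. The paper proposes that the decrease in M2-macrophages may impair the homeostasis of LMCs.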

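Among the remaining classes, the shares of all cells rose most for patrolling monocyte-like cells, from 0.146% in WT [0.0630–0.287] to 5.99% in TNF-Tg mice [5.21–6.84]. Basophil-like cells were 7 in the WT library and 62 in the TNF-Tg library, a log2 ratio of 3.84 [2.73–5.20]. The class of dendritic cells with *Cd209a* among its markers went from 3.02% to 7.96%, with a log2 ratio of 1.40 [1.12–1.68]. Dendritic cells marked by *Ear2* fell by 2.98 on the log2 scale, from 307 WT cells to 24 TNF-Tg cells, so that this class was almost confined to 1 library. The share of mast cell-like cells was 1.82% in WT and 0.560% in TNF-Tg mice, a log2 ratio of −1.70. T-cell-like clusters made up 1.06% and 1.95%. Neutrophil-like cells were at 6.27% and 6.69%, and their log2 ratio of 0.09 [−0.14 to 0.33] has an interval that includes 0. Leukocytes as a whole were 50.2% of WT cells [48.9–51.6] and 59.2% of TNF-Tg cells [57.5–60.8].

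**Figure D1:**
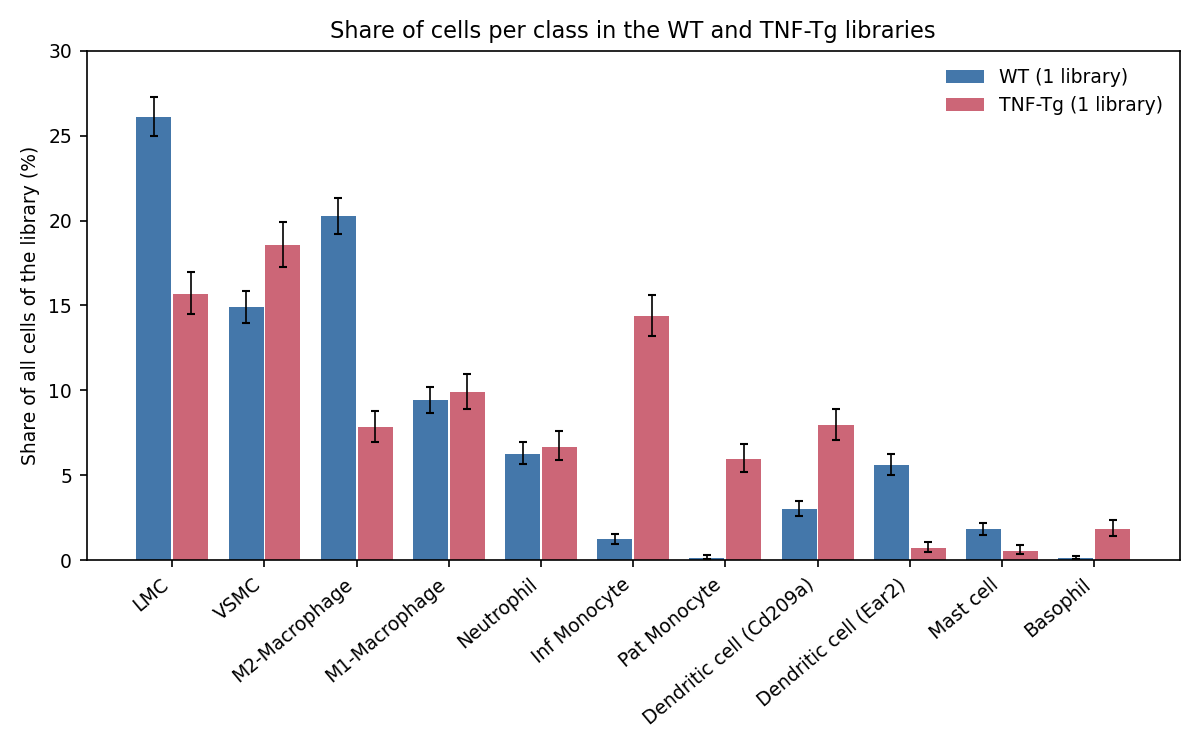
Share of all cells of the library (y axis, percent) for 11 classes in the WT and TNF-Tg libraries, with 1 library per bar and exact 95% intervals as error bars. LMC-like cells drop from 26.1% to 15.7% and inflammatory monocyte-like cells rise from 1.22% to 14.4%.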

Changes in all 20 identified cell clusters between WT and TNF-Tg mice are provided in Table 1.

**Table 1:** Changes in cell clusters from the peripheral vasculature between WT and TNF-Tg mice by scRNAseq. The cluster numbers and cell types are aligned with those defined in Fig. 3. The cell numbers associated with each cluster are provided for both wild-type (WT) and tumor necrosis factor transgenic (TNF-Tg) groups along with the total cell counts for each cluster when these datasets are integrated together. To examine the changes in cell populations between the WT and TNF-Tg conditions, a percentage for each cell type was calculated by the number of cells in an individual cluster divided by the total cells within a single group (WT or TNF-Tg)

Cluster	Cell Type	WT #	WT %	TNF #	TNF %	Total #
1	LMCs	1433	26.11	552	16.28	1985
2	M2-Macrophages 1	1111	20.24	269	7.93	1380
3	VSMCs	751	13.68	580	17.10	1331
4	M1-Macrophages	522	9.51	331	9.76	853
5	Neutrophils	344	6.27	228	6.72	572
6	Inf Monocytes	66	1.20	494	14.57	560
7	Dendritic Cells 1	152	2.77	261	7.70	413
8	Dendritic Cells 2	306	5.58	24	0.71	330
9	Dying Cells	236	4.30	67	1.98	303
10	Pat Monocytes	7	0.13	192	5.66	199
11	Myeloid Progenitors	74	1.35	49	1.45	123
12	Mast Cells	98	1.79	17	0.50	115
13	Prolif Monocytes	70	1.28	45	1.33	115
14	T-Cells 1	45	0.82	64	1.89	109
15	Fibroblasts	75	1.37	30	0.88	105
16	RBCs	54	0.98	46	1.36	100
17	M2-Macrophages 2	80	1.46	14	0.41	94
18	Basophils	7	0.13	64	1.89	71
19	T-Cells 2	31	0.56	34	1.00	65
20	Endothelial Cells	26	0.47	30	0.88	56
	Total	5488	100	3391	100	8879

### Prototypic SMC markers *Cald1*, *Tpm1*, and *Pdgfrb* detected in LMCs and VSMCs by scRNAseq

To validate the identification of the SMC clusters, various evaluations of gene enrichment were performed. 

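For the comparison of classes, UMIs were summed over the LMC-like cells, the VSMC-like cells and the remaining cells of the WT and of the TNF-Tg library. The 6 sums were compared across the libraries in 1 model with the library as a block, over 14007 genes that passed a filter on low counts. *Cald1* (ENSMUSG00000029761, chromosome 6 from 34598500 to 34775473), which encodes an actin-binding protein, was at 301 CPM in LMC-like and 231 CPM in VSMC-like cells of WT mice. Its log2FC over the remaining cells was 6.51 in LMC-like cells (standard error 0.319, adjusted p = 1.16e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In VSMC-like cells, it was 6.14 (standard error 0.315, adjusted p = 2.08e-05 from the same test). After thinning to 3000 UMIs, 58.2% of WT LMC-like cells [55.5–60.7] and 48.2% of TNF-Tg LMC-like cells had a *Cald1* UMI. The share was 0.746% in the macrophage-like cells of WT mice, the background for stromal genes, whose median depth was 12496 UMIs against 16176 in LMC-like cells. *Tpm1* (ENSMUSG00000032366, chromosome 9 from 67022590 to 67049406), which encodes a tropomyosin, was detected in all classes, at 55.0 CPM in LMC-like, 50.9 CPM in VSMC-like and 23.0 CPM in macrophage-like cells of WT mice. Its log2FC was 1.10 in LMC-like cells (standard error 0.242, adjusted p = 0.00869 from the same test) and 1.16 in VSMC-like cells (standard error 0.245, adjusted p = 0.00789). Both genes were higher in both libraries. The log2FC of *Tpm1* in LMC-like cells passed the threshold of 0.01 in 8 of 10 settings, with adjusted p from 0.000548 to 0.414 across them by the tests of those settings. The setting that moved the whole family most was the merging of the libraries without integration, in which 0 of the 15 genes that the paper reports as enriched in both SMC clusters passed the threshold in LMC-like cells. All 15 were still higher there, and 8 had an unadjusted p under 0.05. In that setting, an unnamed stromal cluster with almost only TNF-Tg cells counted among the remaining cells.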

As expected, the SMC clusters were significantly enriched for *Cald1* (Caldesmon; Fig. 4A) [40] and *Tpm1* (Tropomyosin alpha-1; Fig. 4B) [41] as typical markers for SMCs [42]. In addition, the SMC and pericyte marker *Pdgfrb* (Platelet-derived growth factor receptor beta) [43, 44] was significantly expressed in the SMC populations (Fig. 4C). 

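*Pdgfrb* (ENSMUSG00000024620, chromosome 18 from 61045150 to 61085061) had a log2FC of 5.62 in LMC-like cells over the remaining cells (standard error 0.314, adjusted p = 1.94e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In VSMC-like cells, the log2FC was 6.06 (standard error 0.318, adjusted p = 2.25e-05 from the same test). The levels were 53.0 CPM in LMC-like and 76.8 CPM in VSMC-like cells of WT mice, and 41.7 and 48.4 CPM in those of TNF-Tg mice. The VSMC-like cells had medians of 11944 UMIs per cell in WT and 10701 UMIs per cell in TNF-Tg mice. A *Pdgfrb* UMI was found in 50.7% of WT LMC-like cells [48.1–53.4] and in 0.614% of WT macrophage-like cells [0.295–1.13] at full depth. With each cell thinned to 3000 UMIs, the share was 14.1% in LMC-like cells [12.3–16.0] and 19.5% in VSMC-like cells of WT mice [16.6–22.6]. At that depth, no macrophage-like cell of the WT library had such a UMI.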

To validate enrichment of *Pdgfrb* expression in the SMCs of these vessels, we generated *Pdgfrb*-CreER;Ai9-tdT lineage tracing models. After induction with tamoxifen, the SMCs of harvested PLVs and SSVs demonstrated robust tdT expression that colocalized with αSMA (Fig. 4D–F), as expected from the gene enrichment by scRNAseq. Furthermore, the SMC populations were assessed for lymphangiogenic and angiogenic factors, such as *Vegfa*, *Vegfd*, and *Angpt1* [45, 46], which were all significantly increased in the SMC populations. 

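*Vegfa* (ENSMUSG00000023951, chromosome 17 from 46016993 to 46032369) was at 138 CPM in LMC-like and 162 CPM in VSMC-like cells of WT mice, against 1.03 CPM in macrophage-like cells. Its log2FC over the remaining cells was 5.73 in LMC-like cells (standard error 0.185, adjusted p = 4.64e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 6.10 in VSMC-like cells (adjusted p = 9.47e-06). For *Vegfd* (ENSMUSG00000031380, chromosome X from 164373378 to 164402650), the log2FC was 7.09 in LMC-like cells (standard error 0.432, adjusted p = 2.78e-05) and 6.35 in VSMC-like cells (adjusted p = 5.45e-05), by the same test. *Angpt1* (ENSMUSG00000022309, chromosome 15 from 42424723 to 42676977) had the lowest level of these genes, with 25.9 CPM in LMC-like and 47.2 CPM in VSMC-like cells of WT mice. Its log2FC was 4.73 in LMC-like cells (standard error 0.355, adjusted p = 7.09e-05) and 5.41 in VSMC-like cells (adjusted p = 5.39e-05), again by edgeR's quasi-likelihood test. At full depth, 27.8% of WT LMC-like cells [25.5–30.2] and 0.184% of macrophage-like cells [0.0380–0.538] had an *Angpt1* UMI.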

A combination of muscle-related transcription factors (*Prrx1*, *Twist1*, *Tead1*, *Meox2*, *Id3*, and *Csrp2*), with a role in regulating expression of smooth muscle cell proteins involved in structure and contractility, were also significantly expressed in the SMC clusters. 

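All of these transcription factors and cofactors passed the threshold of 0.01 in both SMC-like classes. *Prrx1* had the highest log2FC over the remaining cells, 7.27 in LMC-like (adjusted p = 9.47e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 7.45 in VSMC-like cells (adjusted p = 1.54e-05). *Twist1* had a log2FC of 6.95 in LMC-like and 6.36 in VSMC-like cells, and *Tead1* of 7.21 and 6.44. *Meox2* was more strongly enriched in VSMC-like cells, with a log2FC of 7.32 against 5.49 in LMC-like cells. *Id3* had log2FC of 4.52 in LMC-like cells (standard error 0.761, adjusted p = 0.00276 by the same test) and 4.81 in VSMC-like cells (adjusted p = 0.00230). The enrichment of *Id3* depended on the library, with a log2 ratio in LMC-like cells of 6.32 in WT [6.15–6.49] and 3.25 in TNF-Tg mice [3.16–3.35]. *Csrp2* was enriched by a log2FC of 2.76 in LMC-like (standard error 0.242, adjusted p = 0.000146 by the same test) and 3.95 in VSMC-like cells (adjusted p = 4.78e-05). With *Cald1*, *Tpm1*, *Pdgfrb*, the angiogenic factors and 3 fibroblast genes, the genes that the paper reports as enriched number 15. Of these, 15 passed the threshold in each SMC-like class after adjustment over all genes, and 15 when adjusted over the list alone. The list was chosen by the study on these samples, so the latter count is not independent evidence. The paper reasons that none of the transcription factors is specific to SMCs and proposes SMC identity from their combined expression.

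**Figure D2:**
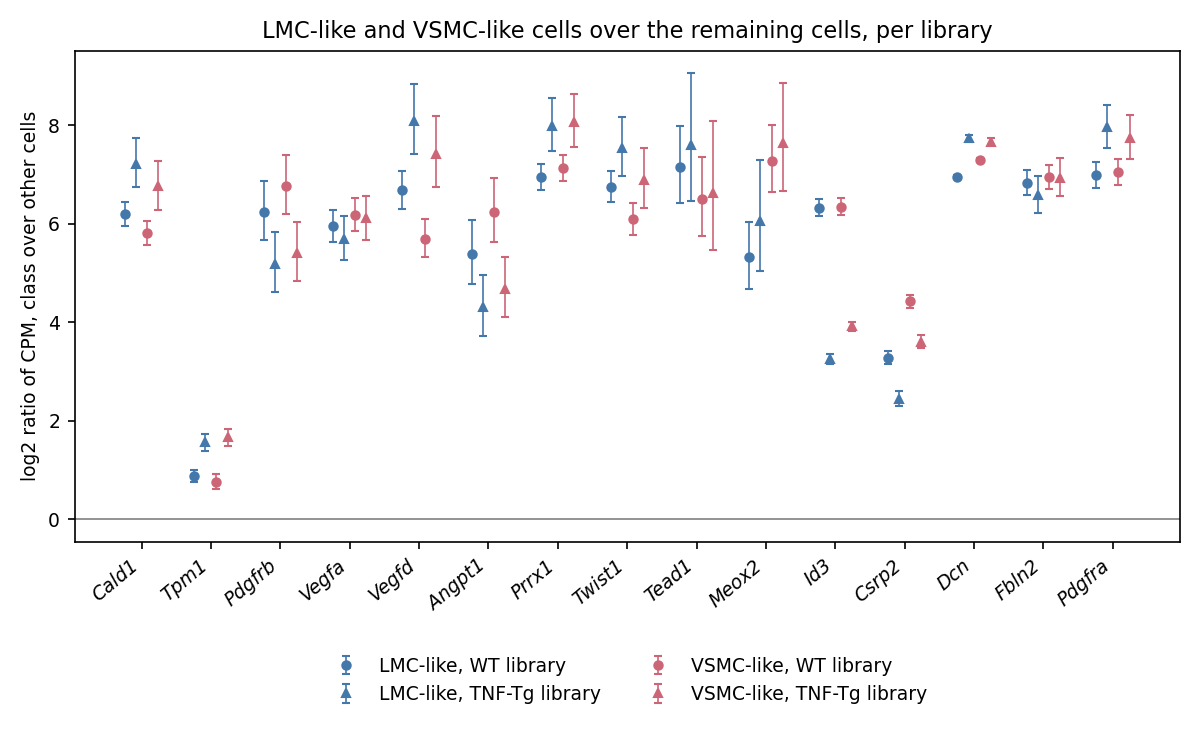
Log2 ratio of CPM (y axis) of LMC-like and VSMC-like cells over the remaining cells, for each of the 15 genes (x axis) in the WT and TNF-Tg libraries, with 95% intervals from counting error as bars. All ratios lie above 0, and *Tpm1* has the lowest, at 0.88 in LMC-like and 0.77 in VSMC-like cells of WT mice.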

Although none of these transcription factors are specific to SMCs, their combinatorial expression suggests SMC identity (Supp. Fig. 5) [47]. 

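*Cspg4* (ENSMUSG00000032911, chromosome 9 from 56865033 to 56899870) had 38 UMIs in the WT LMC-like cells, or 1.61 CPM, and 31 UMIs in the WT VSMC-like cells, or 3.15 CPM. In TNF-Tg mice, it had 5 UMIs in LMC-like and 8 in VSMC-like cells. A *Cspg4* UMI was present in 2.44% of WT LMC-like cells [1.71–3.38] and 3.30% of WT VSMC-like cells [2.19–4.77]. Macrophage-like cells had 0 UMIs in either library, where 0 of 1628 WT cells allows a share of up to 0.184%. Thinned to 3000 UMIs, the *Cspg4* shares were 0.422% in LMC-like [0.155–0.916] and 1.26% in VSMC-like cells of WT mice [0.578–2.38]. Although near the detection limit, *Cspg4* was above the remaining cells, with a log2FC of 5.63 in LMC-like cells (standard error 0.797, adjusted p = 0.00131 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mcam* had 1 UMI in the LMC-like cells of each library and 0 in VSMC-like cells. It had too few counts to be tested. *Ngfr* had 1 UMI in the LMC-like cells of each library, and 10 UMIs in WT and 9 UMIs in TNF-Tg VSMC-like cells, or 1.02 and 1.23 CPM. Its highest level in these groups was in the remaining TNF-Tg cells, with 77 UMIs and 3.38 CPM.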

The SMC populations were also directly assessed for common pericyte markers *Cspg4*, *Mcam*, and *Ngfr* [48] all of which were nearly undetectable throughout the dataset. Note that the *Cspg4*-Cre;tdT model used to initially sort SMCs in Figs. 1 and 2 does not presume active expression of *Cspg4* in these cells. Indeed, a previous study reported that after early development, limited or absent *Cspg4* expression was observed in VSMCs and LMCs using inducible *Cspg4*-CreER;tdT models [22]. However, non-specific fibroblast genes *Dcn*, *Fbln2*, and *Pdgfra* [49] were highly expressed in the SMC clusters, which suggests that the PLV-LMCs and SSV-VSMCs are myofibroblast-like (Supp. Fig. 6). 

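*Dcn* (ENSMUSG00000019929, chromosome 10 from 97479609 to 97518143), which encodes the proteoglycan decorin, had 408470 UMIs in WT LMC-like cells and 215383 UMIs in WT VSMC-like cells, or 17330 and 21918 CPM. Its log2FC over the remaining cells was 7.25 in LMC-like cells (standard error 0.351, adjusted p = 1.12e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 7.42 in VSMC-like cells (adjusted p = 1.71e-05). Of thinned macrophage-like cells of WT mice, 15.7% [13.9–17.5] had a *Dcn* UMI, against 99.9% of LMC-like cells [99.6–100.0]. *Fbln2* reached 442 CPM in LMC-like and 478 CPM in VSMC-like cells of WT mice, and 1.13 CPM in macrophage-like cells. Its log2FC was 6.62 in LMC-like and 6.90 in VSMC-like cells (adjusted p = 4.64e-06 and 9.47e-06 by the same test). *Pdgfra* was at 424 CPM in LMC-like and 442 CPM in VSMC-like cells, with a log2FC of 7.32 in LMC-like and 7.29 in VSMC-like cells (adjusted p = 7.18e-06 and 1.34e-05 by the same test). A *Pdgfra* UMI was seen in 67.8% of thinned LMC-like [65.3–70.2] and 63.6% of thinned VSMC-like cells of WT mice [59.9–67.1], and in 0.124% of macrophage-like cells. From the expression of these fibroblast genes in the SMC clusters, the paper proposes a myofibroblast-like character of the PLV-LMCs and SSV-VSMCs.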

To differentiate LMCs from VSMCs, known factors produced by VSMCs such as *Cst3* (Cystatin C/3; 2.60 log_2_ fold-change (log2FC)) [50], *Mgp* (Matrix Gla protein; 2.75 log_2_FC) [51, 52], and *Bgn* (Biglycan; 2.11 log_2_FC) [53, 54] were significantly increased in VSMCs compared to LMCs. Moreover, expression of *Ackr3* (Atypical chemokine receptor 3, formerly CXCR7; 1.39 log_2_FC), known to be selective by *Ackr3*^GFP^ nuclear reporter expression for lymphatic compared to blood vessels in a study specifically investigating the role and noted expression of *Ackr3* in LECs [55], was significantly increased in the LMC cluster (*p* < 2.53E-227 by Wilcoxon rank sum test for all comparisons) (Supp. Fig. 7). 

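VSMC-like cells were compared with LMC-like cells in the same model of sums. *Cst3* (ENSMUSG00000027447, chromosome 2 from 148871722 to 148875692) was at 4676 CPM in VSMC-like and 861 CPM in LMC-like cells of WT mice, and at 2639 and 849 CPM in those of TNF-Tg mice. Its log2FC was 2.09 (standard error 0.247, adjusted p = 0.00439 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mgp* (ENSMUSG00000030218, chromosome 6 from 136872435 to 136875823) was at 507 and 11.8 CPM in WT and at 384 and 10.9 CPM in TNF-Tg mice, with a log2FC of 5.34 (standard error 0.176, adjusted p = 0.000588 by the same test). *Bgn* (ENSMUSG00000031375, chromosome X from 73483602 to 73495933) was at 867 and 174 CPM in WT and at 504 and 108 CPM in TNF-Tg mice, with a log2FC of 2.32 (standard error 0.159, adjusted p = 0.00101 by the same test). On the scale of Seurat, where per-cell values per 10000 UMIs are averaged and 1 is added, the log2FC was 2.34 for *Cst3*, 2.76 for *Mgp* and 1.89 for *Bgn*. On that scale, the value of *Cst3* was 2.61 in WT and 1.88 in TNF-Tg mice. With predicted doublets removed, 1 of the 5 genes that the paper names as apart between the SMC classes still passed the threshold of 0.01, namely *Mgp*. Over the remaining cells, the log2FC of *Cst3* was −0.19 in VSMC-like and −2.27 in LMC-like cells.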

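*Ackr3* (ENSMUSG00000044337, chromosome 1 from 90203980 to 90216751) was at 442 CPM in LMC-like and 109 CPM in VSMC-like cells of WT mice, and at 535 and 144 CPM in those of TNF-Tg mice. Its log2FC in VSMC-like over LMC-like cells was −1.89 (standard error 0.274, adjusted p = 0.00967 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it had the same sign in both libraries. The log2FC lay between −2.30 and −1.84 across 10 settings, and *Ackr3* passed the threshold of 0.01 in 7 of them. Both classes were above the remaining cells, by a log2FC of 7.06 in LMC-like and 5.17 in VSMC-like cells. On Seurat's scale, the value in VSMC-like over LMC-like cells was −1.52.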

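*Vegfd* was at 171 CPM in LMC-like [165–176] and 86.5 CPM in VSMC-like cells [80.8–92.5] of WT mice, and at 214 [204–225] and 135 CPM [127–144] in those of TNF-Tg mice. Its log2FC in VSMC-like over LMC-like cells was −0.75 (standard error 0.320, adjusted p = 0.243 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass the threshold of 0.01. The adjusted p was 0.113 when adjusted over the list alone, and it ranged from 0.0547 to 0.809 across 10 settings. A change of this size would often be missed, since edgeR recovered 10 of 50 genes simulated at a log2 change of 1. The direction was the same in each library, with a log2 ratio of −0.98 in WT [−1.09 to −0.87] and −0.66 in TNF-Tg mice [−0.78 to −0.55]. Of the 5 genes that the paper names as apart between LMCs and VSMCs, 4 passed the threshold over all genes and 4 when adjusted over the list alone. After thinning to 3000 UMIs, a *Vegfd* UMI was seen in 37.6% of WT LMC-like [35.0–40.1] and in 20.0% of WT VSMC-like cells [17.2–23.2], against 0.187% of macrophage-like cells.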

Compared to the VSMCs, *Vegfd* was also significantly increased in the LMC cluster and VEGFD is known to interact specifically with VEGFR3 in mice to promote lymphangiogenesis [56, 57]. However, expression of *Vegfc* was nearly undetectable throughout the dataset (Supp. Fig. 5).

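*Vegfc* (ENSMUSG00000031520, chromosome 8 from 54077606 to 54187096) had 91 UMIs in WT LMC-like cells, or 3.86 CPM [3.11–4.74], and 88 UMIs in WT VSMC-like cells, or 8.96 CPM [7.18–11.0]. In TNF-Tg mice, the levels were 2.55 CPM in LMC-like and 6.84 CPM in VSMC-like cells. A *Vegfc* UMI was seen in 5.37% of WT LMC-like [4.26–6.67] and in 9.42% of WT VSMC-like cells [7.51–11.6] at full depth, and in 1.05% and 2.66% after thinning. In macrophage-like cells, *Vegfc* had 1 UMI per library, and its share was 0.0614% in WT mice. The VSMC-like level was above the remaining cells by a log2FC of 3.11 (standard error 0.681, adjusted p = 0.00911 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For LMC-like cells, the log2FC was 1.83 (adjusted p = 0.0624 by the same test).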

**Fig. 4:**
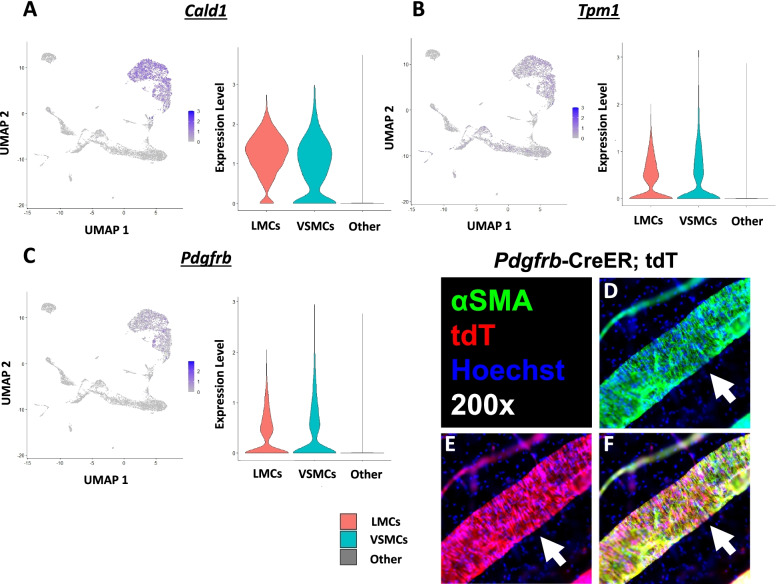
Prototypic SMC markers *Cald1*, *Tpm1*, and *Pdgfrb* detected in LMCs and VSMCs by scRNAseq. To validate the single-cell RNA-sequencing (scRNAseq) clusters predicted to be lymphatic muscle cells (LMCs) and vascular smooth muscle cells (VSMCs) via UMAP analysis, we mined the transcriptomic data for prototypic markers of smooth muscle cells (SMCs). The results showed that *Cald1* (Caldesmon; LMCs 1.77 log_2_ fold-change (log2FC) and VSMCs 1.48 log2FC) (**A**), *Tpm1* (Tropomyosin alpha-1; LMC 0.33 log2FC and VSMC 0.42 log2FC) (**B**), and *Pdgfrb* (platelet-derived growth factor receptor beta; LMCs 0.57 log2FC and VSMCs 0.74 log2FC) (**C**), were significantly enriched relative to all the other clusters. Feature plots overlaying the UMAP are provided to visualize the change in expression (grey = low, blue = high gene expression), while violin plots are shown to demonstrate the effect size between muscle cell populations compared to all other cell clusters. Wilcoxon rank sum test was performed between the different cell types for statistical analysis with false discovery rate (FDR) < 1.01E**−**66 for all comparisons. Sample sizes: LMCs = 1985 cells, VSMCs = 1331 cells, Other = 5563 cells. To validate the expression of *Pdgfrb* in LMCs in vivo, *Pdgfrb*-CreER;tdT mice were generated and induced with tamoxifen. The popliteal lymphatic vessels (PLVs) (solid arrow) were harvested from these animals and immunostained for alpha smooth muscle actin (αSMA) (green) to label LMCs (**D**) and robust tdTomato (tdT) expression (red) was noted in PLVs representing *Pdgfrb* expression (**E**), which colocalized (yellow) with the αSMA^+^ LMCs (**F**)

However, despite expression of these prototypic markers in the SMC clusters, some conventionally muscle-associated genes were not detected in these SMC populations. For example, canonical markers such as *Acta2* (αSMA), *Myh11* (myosin heavy-chain 11), and *Tagln* (transgelin) [58] showed limited expression throughout the dataset. 

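*Acta2* (ENSMUSG00000035783, chromosome 19 from 34241090 to 34255590) had 7 UMIs in the LMC-like cells of each library, or 0.297 CPM in WT and 0.941 CPM in TNF-Tg mice. VSMC-like cells held 4 *Acta2* UMIs in WT and 32 in TNF-Tg mice, or 0.407 and 4.38 CPM. Macrophage-like cells, which should lack the transcript, were at 0.196 CPM in WT [0.0535–0.502] and 1.73 CPM in TNF-Tg mice [0.945–2.90]. The *Acta2* level of LMC-like cells was thus within the background of these libraries. In the remaining cells, *Acta2* reached 3.65 CPM in WT and 3.73 CPM in TNF-Tg mice. *Myh11* had 0 UMIs in LMC-like cells of either library, which allows up to 0.127 CPM in WT mice, and 9 UMIs in WT VSMC-like cells and 0 in TNF-Tg VSMC-like cells. *Tagln* had 3 UMIs in WT and 2 UMIs in TNF-Tg LMC-like cells, and 4 and 8 UMIs in VSMC-like cells. Among macrophage-like cells of WT mice, 18 UMIs of *Tagln* were counted. The log2FC of *Acta2* in LMC-like over the remaining cells was −3.00 (standard error 0.812, adjusted p = 0.0196 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and that of *Tagln* was −1.84 (adjusted p = 0.104 by the same test). *Myh11* was below the filter on low counts and was not tested.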

Given this unexpected result, we generated two different *Acta2* reporter models, *Acta2*-Cre;Ai9-tdT and *Acta2*-CreER;Ai9-tdT mice. Interestingly, tdT expression denoting *Acta2* transcription in vivo was also unexpectedly low in PLV-LMCs and SSV-VSMCs in both of these reporter lines, despite robust protein expression of αSMA (Supp. Fig. 8). In addition, the *Acta2*-CreER;Ai9-tdT mice are reported to exhibit endogenous Cre activation in cells with high αSMA expression, such as the VSMCs of the aorta [26]. However, even after formal induction with intraperitoneal tamoxifen, the tdT expression was limited in the peripheral PLV-LMCs and SSV-VSMCs, suggesting lower *Acta2* expression than VSMCs surrounding large arteries that exhibit endogenous tdT expression even without tamoxifen induction. Taken together, we found the SMC populations to be best identified by expression of various myofibroblast genes, SMC-related transcription factors, and lymphangiogenic or angiogenic factors, rather than prototypic SMC genes.

### TNF-Tg LMCs exhibit gene expression changes associated with known pathways of joint inflammation and arthritis

To further evaluate changes in PLV-LMC gene expression in TNF-Tg compared to WT mice, we further investigated LMCs (cluster 1 in Fig. 3) between the conditions. 

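TNF-Tg and WT LMC-like cells were compared by the log2 ratio of CPM of their summed UMIs, with an exact interval from the UMIs. Genes with at least 300 UMIs in both libraries together were ranked, which left 7810 genes in LMC-like cells. The highest log2 ratios were those of *Saa3* at 8.42 [7.89–9.01], with 3030 TNF-Tg and 28 WT UMIs, and *Chl1* at 7.59 [7.05–8.20], with 1644 and 27 UMIs. *Hbb-bs* and *Hba-a1*, which encode hemoglobin chains, followed at 6.27 and 5.56. Of the 3054 TNF-Tg UMIs of *Hbb-bs*, 2978 were in 1 cell. *Cyp7b1* came next at 5.19, with 289 and 25 UMIs. The lowest log2 ratio was that of *Zbtb16*, followed by *C1qa* at −2.98 with 23 TNF-Tg and 575 WT UMIs, and *Hmcn1* at −2.98 with 18 and 450 UMIs. Macrophage-like cells of both libraries held 130229 *C1qa* UMIs, at a log2 ratio of −1.66. Whether the *C1qa* UMIs of LMC-like cells came from macrophages was not tested. *Gm26802* at −2.86 and *Ccn2* at −2.75 were next. These ratios rank genes by size of difference and not by a test, since each condition is 1 library.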

Log_2_FC was plotted against the FDR to generate a volcano plot showing the most significantly upregulated and downregulated genes where the top 5 genes are annotated for each direction (Fig. 5A). To further highlight the top upregulated and downregulated genes in TNF-Tg SMCs, those genes modified in both LMCs and VSMCs are provided in Table 2, while those specific to LMCs are shown in Table 3. 

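In LMC-like cells, 21 of the 21 genes of Tables 2 and 3 (with *Mt1* from the legend) had a log2 ratio of TNF-Tg over WT CPM in the stated direction. In VSMC-like cells, 11 of the 11 genes of Table 2 did so. *Timp1* rose most among the genes of Table 2, by a log2 ratio of 4.16 in LMC-like [4.02–4.30] and 2.38 in VSMC-like cells. *Mt2* rose by 2.73 [2.70–2.76] and 1.68, and *Mt1* by 2.29 and 1.03. *Apod*, *Galnt15*, *Ccdc80* and *Klf9* had log2 ratios between −1.95 and −1.52 in LMC-like cells and between −2.09 and −1.58 in VSMC-like cells. Of the 10 genes of Table 3, *Mcoln2* rose most in LMC-like cells, at 3.78, and *Cyp2f2* fell most, at −2.70. In VSMC-like cells, *Lbp* had a log2 ratio of 0.04 [−0.03 to 0.11], *Calr* of 0.25, *Adamts1* of 0.27 and *Fbn1* of −0.26. Other genes of Table 3 moved further there, with 2.40 for *Mcoln2*, −0.89 for *Cyp2f2* and −4.78 for *Clic5* [−6.42 to −3.53]. The setting that moved these counts most was the merging of the libraries without integration, in which 18 of the 21 genes kept their direction in LMC-like cells and 10 of 11 in VSMC-like cells. *Mt2*, *Mt1* and *Adamts1* then had log2 ratios of −0.02, −0.18 and −0.19 in LMC-like cells, and *Mt1* of −0.46 in VSMC-like cells.

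**Figure D3:**
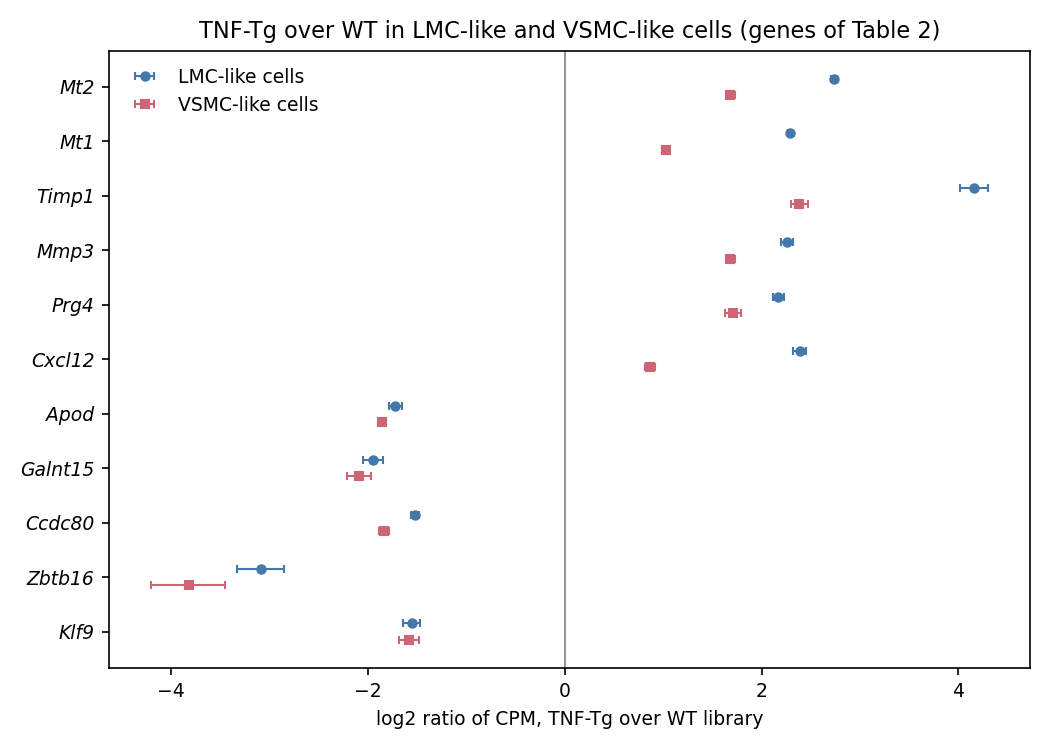
Log2 ratio of CPM in TNF-Tg over WT mice (x axis) for the genes of Table 2 and its legend in LMC-like and VSMC-like cells, with 95% intervals from counting error as bars. *Timp1* has the highest ratio in LMC-like cells, 4.16, and the genes stated as lower lie below 0 in both classes.

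**Figure D4:**
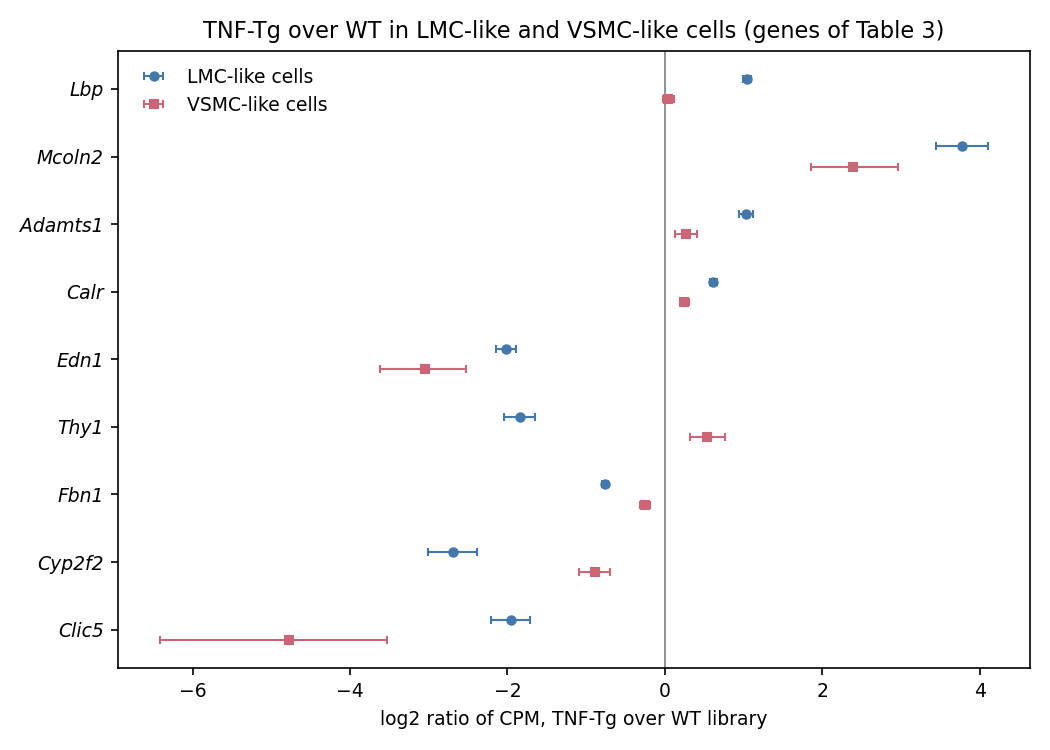
Log2 ratio of CPM in TNF-Tg over WT mice (x axis) for genes of Table 3 in LMC-like and VSMC-like cells, with 95% intervals from counting error as bars. *Lbp* lies at 0.04 in VSMC-like cells, while *Clic5* lies at −4.78 and *Mcoln2* at 2.40 there.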

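*Edn1* (ENSMUSG00000021367, chromosome 13 from 42301476 to 42307990) had 7030 UMIs in WT and 549 UMIs in TNF-Tg LMC-like cells, or 298 and 73.8 CPM. The log2 ratio was −2.02 [−2.14 to −1.89]. An *Edn1* UMI was seen in 69.1% of WT [66.6–71.5] and 38.3% of TNF-Tg LMC-like cells [34.2–42.6]. After each cell was thinned to 3000 UMIs, the shares were 42.3% [39.7–45.0] and 17.8% [14.6–21.3], and 0.124% in the macrophage-like cells of WT mice. In VSMC-like cells, the level of *Edn1* was lower in both libraries, 36.1 CPM in WT and 4.38 CPM in TNF-Tg mice, and its log2 ratio was −3.05 [−3.62 to −2.52].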

Notably, *Edn1* (Endothelin 1), involved in maintenance of vascular tone and inhibiting SMC apoptosis [59], was dramatically downregulated in TNF-Tg LMCs. *Zbtb16*, a transcription factor previously shown to be downregulated in osteoarthritic cartilage [60], decreased to nearly undetectable levels in TNF-Tg LMCs (WT 85.6% vs TNF-Tg 21.9% of cells expressed the gene with -1.18 log_2_FC). 

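*Zbtb16* (ENSMUSG00000066687, chromosome 9 from 48654297 to 48836222) had 4089 UMIs in WT and 152 UMIs in TNF-Tg LMC-like cells, or 173 and 20.4 CPM. Its log2 ratio was −3.09 [−3.33 to −2.85], and on Seurat's scale the log2FC was −1.17. A *Zbtb16* UMI was seen in 85.7% of WT [83.8–87.5] and 21.8% of TNF-Tg LMC-like cells [18.4–25.6], at median depths of 16176 and 12428.5 UMIs. Thinned to 3000 UMIs, the shares were 40.4% [37.8–43.0] and 5.86% [4.02–8.22]. The gene was also lower in VSMC-like cells, at 123 CPM in WT and 8.75 CPM in TNF-Tg mice, a log2 ratio of −3.82 [−4.20 to −3.45]. In macrophage-like cells, *Zbtb16* was at 11.7 CPM in WT [10.2–13.3] and 0.988 CPM in TNF-Tg mice [0.427–1.95], so the decrease was present outside the SMC-like classes.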

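*Thy1* (ENSMUSG00000032011, chromosome 9 from 44043384 to 44048579), which encodes CD90, had 2628 UMIs in WT and 232 UMIs in TNF-Tg LMC-like cells, or 111 and 31.2 CPM. The log2 ratio was −1.84 [−2.04 to −1.64]. Thinned to 3000 UMIs, 20.9% of WT [18.8–23.1] and 6.99% of TNF-Tg LMC-like cells [4.97–9.51] had a *Thy1* UMI, against 0.124% of WT macrophage-like cells. In VSMC-like cells, *Thy1* was higher in TNF-Tg mice, with 317 WT and 343 TNF-Tg UMIs, or 32.3 and 46.9 CPM, and a log2 ratio of 0.54 [0.32–0.77]. Whether the classes differ in this response was not tested, since no replicates are available.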

Related to established changes in synovial fibroblast-like populations in inflammatory arthritis, *Thy1* (CD90) demonstrated a significant decrease specifically in TNF-Tg LMCs (Table 3). Interestingly, this finding is consistent with the observation that THY1^−^ fibroblasts are known to be directly involved in bone and cartilage erosions during inflammatory arthritis [3]. Moreover, *Mmp3* has been shown to be significantly increased in TNF-Tg mice [24] and RA patients [61], which serves as important validation of previously established transcriptional changes in inflammatory arthritis. 

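*Mmp3* (ENSMUSG00000043613, chromosome 9 from 7445822 to 7455975) had 3432 UMIs in WT and 5176 UMIs in TNF-Tg LMC-like cells, or 146 and 696 CPM. The log2 ratio was 2.26 [2.19–2.32]. In VSMC-like cells, *Mmp3* went from 535 CPM in WT to 1721 CPM in TNF-Tg mice, a log2 ratio of 1.68 [1.64–1.73]. Macrophage-like cells held 2.01 CPM in WT and 5.31 CPM in TNF-Tg mice.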

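*Prg4* (ENSMUSG00000006014, chromosome 1 from 150449412 to 150466165) encodes a secreted lubricating proteoglycan. It had 4605 UMIs in WT and 6548 UMIs in TNF-Tg LMC-like cells, or 195 and 880.0 CPM, and a log2 ratio of 2.17 [2.12–2.23]. A *Prg4* UMI was seen in 49.5% of WT [46.9–52.2] and 66.5% of TNF-Tg LMC-like cells [62.4–70.5] at full depth. After thinning, the shares were 24.3% [22.1–26.6] and 54.2% [49.9–58.6]. Macrophage-like cells of TNF-Tg mice held 1.73 CPM and had a *Prg4* UMI in 0.515% of thinned cells. In VSMC-like cells, the levels were 186 CPM in WT and 609 CPM in TNF-Tg mice, a log2 ratio of 1.71 [1.63–1.79].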

*Prg4* (proteoglycan 4 / lubrican), typically involved in maintaining synovial fluid and tissue homeostasis [62], was also one of the top genes significantly upregulated in TNF-Tg LMCs. While the function of *Prg4* expression in PLV-LMCs is unclear, changes in synovial LMCs may mirror these transcriptional modifications, and ought to be investigated in future studies.

**Fig. 5:**
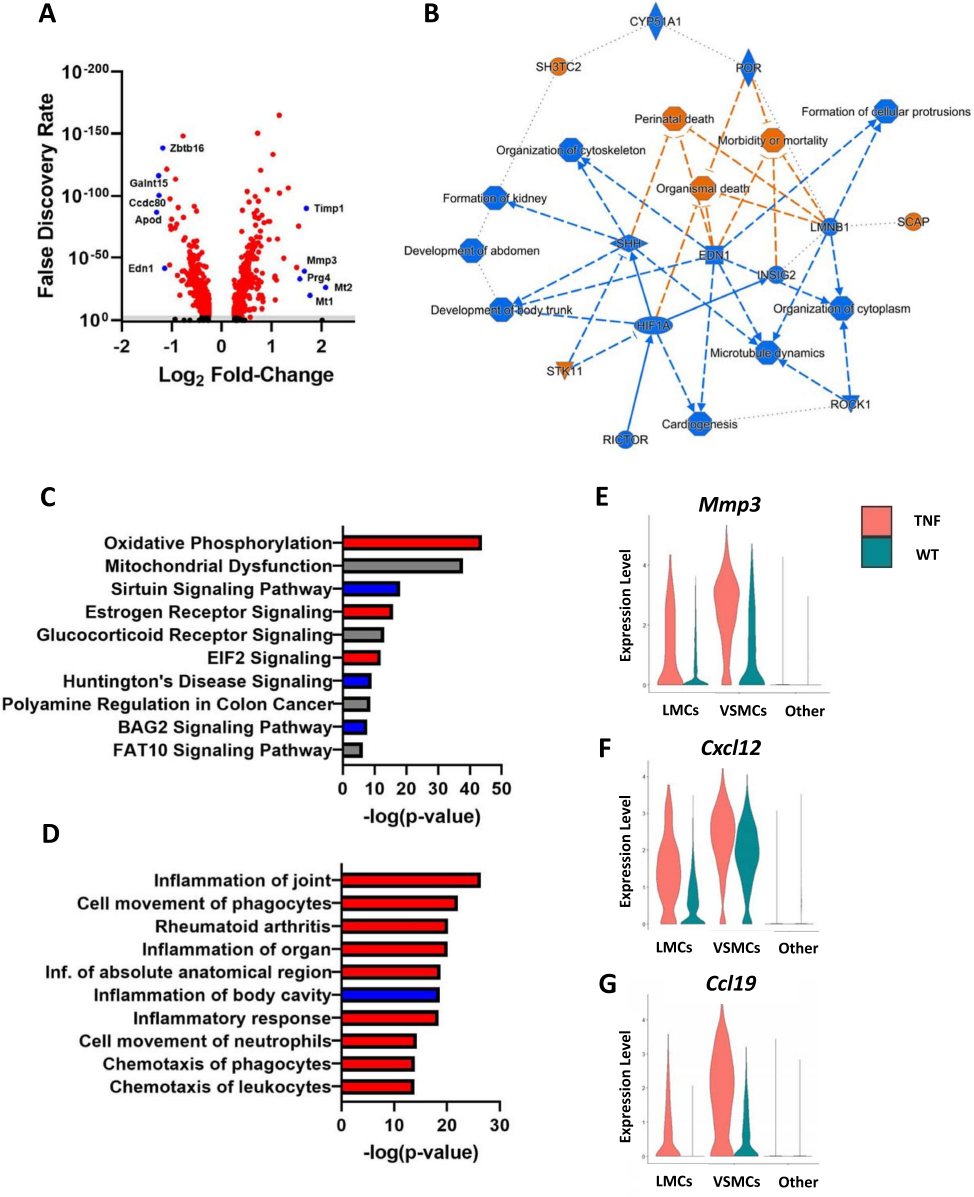
TNF-Tg LMCs exhibit gene expression changes associated with known pathways of joint inflammation and arthritis. Differentially expressed genes of the lymphatic muscle cell (LMC) cluster (cluster 1 in Fig. 3) from wild-type (WT) vs tumor necrosis factor transgenic (TNF-Tg) mice are shown as a volcano plot (**A**). Each dot represents a single gene, and black dots showed no significant change from WT (false discovery rate (FDR) > 0.01, below grey line). The top 5 downregulated (fold-change < 0) and top 5 upregulated (fold-change > 0) in TNF-Tg LMCs are identified by blue dots with gene identifiers. Ingenuity pathway analysis (IPA) was performed on all genes represented in (**A**), and notably the gene pathway modifications (blue = decreased, orange = increased pathway score) ultimately centered on an increase in “Organismal death” (**B**). The top 10 most significantly modified canonical pathways (**C**) and associated inflammatory diseases (**D**) for TNF-Tg vs WT LMCs were identified, where trends of increased (red), decreased (blue), and unchanged (grey) activity patterns are shown. Specific gene expression patterns in TNF-Tg LMCs were identified for their significant involvement in the “Inflammation of joint” pathways, and representative genes most differentially expressed only in the LMC and vascular smooth muscle cell (VSMC) clusters are indicated: *Mmp3* (LMCs 1.65, VSMCs 1.41 log_2_ fold-change (log2FC) in **E**), *Cxcl12* (LMCs 1.54, VSMCs 0.69 log2FC in **F**), and *Ccl19* (LMCs 1.24, VSMCs 2.12 log2FC in **G**). Wilcoxon rank sum test was performed between the same cell types of WT and TNF datasets with an FDR < 4.77E**−**21 for all comparisons. Sample sizes: WT LMCs = 1433 cells, TNF LMCs = 552 cells, WT VSMCs = 751 cells, TNF VSMCs = 580 cells

**Table 2:** Differentially regulated genes in TNF-Tg vs WT mice common between LMCs and VSMCs. *Mt2* (and *Mt1*, omitted for redundancy), *Timp1*, *Mmp3*, *Prg4*, and *Cxcl12* are the top 5 upregulated genes in tumor necrosis factor transgenic (TNF-Tg) lymphatic muscle cells (LMCs) that similarly demonstrate increased expression in TNF-Tg vascular smooth muscle cells (VSMCs) (bold). On the other hand, *Apod*, *Galnt15*, *Ccdc80*, *Zbtb16*, and *Klf9* are the top 5 downregulated genes in TNF-Tg LMCs that were also differentially expressed in TNF-Tg VSMCs (not bold). Proteins coded by the gene, log_2_ fold-change (log2FC), and false discovery rates (FDRs) for LMCs and VSMCs are provided. The top 5 genes were ranked based on log2FC effect size with an FDR < 0.01. The genes were selected by evaluating the top up- or downregulated genes for LMCs and listed if the particular genes were also differentially regulated in VSMCs. The LMC and VSMC populations were defined based on the wild-type (WT) and TNF-Tg integrated datasets in Fig. 3. A complete list of differentially expressed genes in TNF-Tg mice for both LMC and VSMC populations is provided in the Supplementary Materials

Gene	Protein	Avg Log_2_FC (LMC & VSMC)	FDR (LMC & VSMC)
***Mt2***	**Metallothionein 2**	**2.08 & 1.19**	**2.26E−20 & 1.04E−13**
***Timp1***	**Timp1**	**1.69 & 1.61**	**7.79E−91 & 1.59E−65**
***Mmp3***	**Matrix Metalloproteinase-3**	**1.65 & 1.41**	**5.58E−40 & 1.27E−61**
***Prg4***	**Proteoglycan 4 / Lubrican**	**1.56 & 1.46**	**7.71E−34 & 1.08E−43**
***Cxcl12***	**C-X-C Motif Chemokine 12**	**1.54 & 0.69**	**2.59E−76 & 4.77E−21**
*Apod*	Apolipoprotein D	**−** 1.30 & **−** 1.61	1.21E**−**87 & 3.99E**−**87
*Galnt15*	Polypeptide N-acetylgalactosaminyl-transferase 15	**−** 1.26 & **−** 1.28	5.5E**−**117 & 4.11E**−**62
*Ccdc80*	Coiled-coil Domain-Containing Protein 80	**−** 1.25 & **−** 1.69	3.8E**−**101 & 1.95E**−**82
*Zbtb16*	Zinc Finger and BTB Domain-Containing Protein 16	**−** 1.17 & **−** 1.07	2.9E**−**139 & 1.84E**−**75
*Klf9*	Krueppel-like Factor 9	**−** 1.10 & **−** 1.08	2.8E**−**122 & 1.62E**−**57

**Table 3:** Differentially regulated genes in TNF-Tg vs WT mice specific to LMCs. *Lbp*, *Mcoln2*, *Slc16a2*, *Adamts1*, and *Calr* are the top 5 upregulated genes that are specific to tumor necrosis factor transgenic (TNF-Tg) lymphatic muscle cells (LMCs) without notable differential gene expression in TNF-Tg vascular smooth muscle cells (VSMCs) (bold). Similarly, *Edn1*, *Thy1*, *Fbn1*, *Cyp2f2*, and *Clic5* are the top 5 genes specifically downregulated in TNF-Tg LMCs (not bold). Proteins coded by the gene, log_2_ fold-change (log2FC), and false discovery rates (FDRs) are provided. The top 5 genes were ranked based on log2FC effect size with an FDR < 0.01. The genes were selected by evaluating the top up- or downregulated genes for LMCs and listed if the particular genes were unique to LMCs and not also differentially regulated in VSMCs. The LMC and VSMC populations were defined based on the wild-type (WT) and TNF-Tg integrated datasets in Fig. 3

Gene	Protein	Avg Log_2_FC	FDR
***Lbp***	**Lipopolysaccharide-Binding Protein**	**0.79**	**3.05E−31**
***Mcoln2***	**Mucolipin-2**	**0.47**	**1.03E−46**
***Slc16a2***	**Monocarboxylate Transporter 8**	**0.46**	**1.14E−30**
***Adamts1***	**A Disintegrin and Metalloproteinase with Thrombospondin Motifs 1**	**0.46**	**3.81E−08**
***Calr***	**Calreticulin**	**0.45**	**6.97E−22**
*Edn1*	Endothelin-1	**−** 1.14	2.45E**−**42
*Thy1*	Thy-1/CD90	**−** 0.69	4.05E**−**29
*Fbn1*	Fibrillin-1	**−** 0.64	2.14E**−**33
*Cyp2f2*	Cytochrome P450/Family 2/Subfamily F/Polypeptide 2	**−** 0.57	1.48E**−**12
*Clic5*	Chloride Intracellular Channel Protein 5	**−** 0.54	4.16E**−**38

To perform a functional genomic analysis on the scRNAseq data, the genes with differential gene expression in TNF-Tg LMCs from Fig. 5A were imported into IPA software, and pathway analysis was performed. A graphical summary of the most significantly modified pathways demonstrated downregulation of the pathways that typically inhibit “Organismal death,” “Morbidity or mortality,” and “Perinatal death,” likely leading to the decreased number of TNF-Tg LMCs noted in Fig. 3 (Fig. 5B). Changes in canonical pathways were evaluated where “Oxidative phosphorylation” and “Mitochondrial dysfunction” showed the most significant overlap with differentially expressed genes in TNF-Tg mice, which may exemplify a compensatory response to the ongoing cellular damage (Fig. 5C). 

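The list of 83 nuclear genes of oxidative phosphorylation complexes was compared in LMC-like cells by the median log2 ratio of TNF-Tg over WT CPM. Of the 81 genes with enough UMIs, 75 were higher in TNF-Tg mice and 6 were lower. Their median log2 ratio was 0.60, with an interval of 0.58 to 0.62 from redrawing the UMIs. Random lists of like expression, 10000 in number, had a median of 0.04 and a 95% range from −0.11 to 0.20, and the list was above all of them. The setting that moved the median most, apart from the compressed scale of Seurat, was the merging of the libraries without integration, which gave 0.38. On Seurat's scale, it was 0.34. The mitochondrially encoded genes had a median of −0.04 in the same cells. The nuclear list was also higher in VSMC-like cells, with a median of 0.71. Its medians were 0.78 in macrophage-like, 0.44 in neutrophil-like and 0.56 in Cd209a dendritic cell-like cells, so the shift was not confined to LMC-like cells. From the overlap of the changed genes with this pathway, the paper proposes a compensatory response to ongoing cellular damage.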

The inflammatory diseases associated with the gene expression changes were also identified, and the most significantly related conditions were “Inflammation of joint,” “Cell movement of phagocytes,” and “Rheumatoid arthritis.” This pathway overlap supports the expected inflammatory arthritic phenotype in TNF-Tg mice, and also the increase of inflammatory monocytes determined in Fig. 3 (Fig. 5D). 

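Levels of *Mmp3* and of the chemokine genes *Cxcl12* and *Ccl19* were compared in LMC-like cells. *Cxcl12* (ENSMUSG00000061353, chromosome 6 from 117168535 to 117181367) had 3095 UMIs in WT and 5105 UMIs in TNF-Tg mice, or 131 and 686 CPM. Its log2 ratio was 2.39 [2.32–2.45]. A *Cxcl12* UMI was seen in 26.3% of WT [24.0–28.7] and 59.4% of TNF-Tg LMC-like cells [55.0–63.6] after thinning, and in 4.60% and 3.95% of macrophage-like cells. *Ccl19* (ENSMUSG00000071005, chromosome 4 from 42754525 to 42756577) had 614 UMIs in WT and 1916 UMIs in TNF-Tg mice, or 26.0 and 258 CPM, a log2 ratio of 3.31 [3.17–3.44]. Its share of thinned cells was 5.20% [4.11–6.49] in WT and 26.5% [22.8–30.4] in TNF-Tg mice, against 0.124% and 0.172% of macrophage-like cells. For *Mmp3*, the share of thinned LMC-like cells with a UMI was 17.3% [15.4–19.4] in WT and 44.8% [40.5–49.2] in TNF-Tg mice. In VSMC-like cells, *Cxcl12* rose by a log2 ratio of 0.87 [0.82–0.91] and *Ccl19* by 2.94 [2.85–3.02].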

Representative genes *Mmp3* (Fig. 5E), *Cxcl12* (Fig. 5F), and *Ccl19* (Fig. 5G) were significantly increased in TNF-Tg mice, and associated with the pathway modifications noted in TNF-Tg LMCs, all with known involvement in inflammatory arthritis and/or phagocyte chemotaxis [61, 63, 64]. Altogether, these findings both validate and identify the transcriptional changes in TNF-Tg LMCs, which may be related to the progression of arthritis via various mechanisms.

## Discussion

Although lymphatic dysfunction during arthritic progression is well-recognized, the nature of LMCs that are responsible for LV contractions, and how LMCs change during chronic inflammatory arthritis, particularly at the single-cell level, is largely unknown. As new technologies in scRNAseq have enabled many new insights in the arthritis field [65–70], we aimed to use this platform to elucidate the LMC transcriptome and functional genomics involved in joint homeostasis and advanced disease. While the methods for performing scRNAseq at the commencement of this research existed, a major limitation was the means to isolate viable SMCs from PLV-LMCs and SSV-VSMCs. Indeed, this proved to be the most challenging part of our work, as our initial approach focused on recovering large numbers of LMCs following FACS by pooling PLV-LMCs and SSV-VSMCs from several animals (*n* > 6 mice) proved to be ineffective due to the loss of viability of the sorted cells. In the end, we succeeded by harvesting PLV-LMCs and SSV-VSMCs from only three mice at a time, which reduced the ex vivo manipulation time to < 4 h. While this limits the statistical power of individual experiments that can only study approximately 1000–3000 SMCs per scRNAseq, we found replicate scRNAseq experiments to be highly reproducible such that data could be combined in silico to achieve the desired statistical power.

We were also able to utilize fluorescent reporter models of the peripheral SMCs, and through post hoc analysis of the FACS, generate a gating strategy to enrich for SMCs based on the scatter profile of these cells. This approach demonstrated remarkable conservation of the cell types sequenced after fluorescent enrichment for SMCs, and in turn also provided the opportunity for quantitative analysis of crucial peri-vascular immune cell populations that are integral to vascular function between WT and TNF-Tg conditions. However, one of the primary limitations of sorting based solely on scatter is the possibility for batch effect between the experiments as fluorescent markers were not used for specific cell isolation. Given the time constraints previously noted, each scRNAseq experiment was performed on separate days. To reduce the batch effect, especially between the WT and TNF-Tg groups, the exact same sort conditions and gating were performed. The side-by-side comparisons and conservation of cell types when the scRNAseq datasets were integrated in Figs. 2 and 3 suggest limited batch effects in the sequencing process itself.

Here we demonstrated an increase in inflammatory monocytes along with a reduction in LMC and M2-macrophage populations in joint-draining vascular tissues from mice with advanced inflammatory-erosive arthritis. Moreover, TNF-Tg LMCs exhibited significant transcriptomic changes from WT, which were associated with cell death, phagocyte recruitment, joint inflammation, and RA pathogenesis. Together, this study establishes our first understanding of the transcriptional modifications in TNF-Tg LMCs to guide further research on the role of lymphatic contractility in chronic inflammatory arthritis.

The discovery of changes in peri-vascular immune cell populations and reduced LMCs by scRNAseq both corroborates our past work and provides novel hypotheses to further understand the lymphatic pathology in TNF-Tg mice. In fact, recent studies have implicated a direct role for TNF in the apoptosis of LMCs and reduced contractile gene expression, such as *Acta2*, in synovial lymphatics [39]. Moreover, inflammatory monocytes may be directly recruited to the outside of the vessel by inflamed PLV-LMCs and SSV-VSMCs through increased expression of chemokines, such as *Cxcl12*, and the accumulation of inflammatory monocytes in the surrounding tissue could reduce lymphatic contractility in TNF-Tg mice through iNOS-mediated mechanisms [15]. The accumulation of these peri-vascular inflammatory monocytes may in part explain the effective restoration of lymphatic function with iNOS inhibition in TNF-Tg mice [16]. Along with increased monocyte recruitment, further study into the permeability of inflamed PLVs in TNF-Tg mice is warranted. Collecting lymphatic vessels have been shown to be a point of interaction between permeable lymph contents and surrounding antigen-presenting cells embedded in the adipose tissue that then migrate to draining lymph nodes [71], and may partly explain the dramatic lymph node expansion previously characterized in TNF-Tg mice [9]. The evaluation of peri-lymphatic immune cells involved in negative regulation of lymphatic contractility and LMC homeostasis in TNF-Tg mice, such as inflammatory monocytes/macrophages and mast cells [72–74], is an active area of investigation. The reduction in M2-macrophages with *Lyve1* expression was also previously unappreciated in the TNF-Tg model, and this novel finding is of particular importance given the recently discovered role for peri-vascular *Lyve1* expressing M2-macrophages in regulating homeostatic collagen levels in VSMCs, necessary for proper function [38]. In fact, the decrease in M2-macrophages associated with the well-established reduction in TNF-Tg LMC function may be closely related, and ought to be investigated in future studies. Thus, the scRNAseq both validates and provides further understanding of the pathologic mechanisms associated with lymphatic dysfunction in TNF-Tg mice.

However, despite these key findings in our single-cell analysis of the peripheral vasculature, one of the primary limitations of this study is the reliance on scRNAseq to evaluate quantitative and transcriptomic cellular changes. While we were able to identify distinct changes in cell numbers and transcriptomic modifications in TNF-Tg mice, we were unable to elucidate the spatial relationships, cellular interactions, or functional consequences of these changes solely using scRNAseq. For example, although the reduced LMC population in TNF-Tg mice is similar to findings in synovial lymphatics [39], studies of LMC coverage in the collecting PLVs during inflammatory arthritis are still ongoing. In addition, considerable investigation is necessary to determine whether peri-vascular *Lyve1*^+^ M2-macrophages localize around PLVs and regulate LMC homeostasis similar to VSMCs [38], and whether the reduction of this cell population is associated with lymphatic pathology in TNF-Tg mice. Future studies are needed to comprehensively evaluate the phenotypic switch towards inflammatory monocytes in these peri-vascular regions and the impact of these microenvironmental changes on the function of TNF-Tg PLVs. Thus, the current work has generated valuable hypotheses, but will require further validation and investigation in future studies to elucidate the relationship of our findings to the pathology of inflammatory-erosive arthritis.

An unexpected finding of this study was the limited detection of canonical markers for SMCs in the peripheral vasculature of the lower limb. Since RT-PCR approaches have previously demonstrated that LMCs derived from mesenteric and thoracic lymphatic vessels express *Acta2* (αSMA) and *Myh11* (myosin heavy-chain 11) [75], we expected these markers to be highly enriched in the SMC populations. However, we further validated the low *Acta2* expression by two different Cre models, *Acta2*-Cre [20] and *Acta2*-CreER mice [26], both crossed into the faithful Ai9-tdTomato reporter line [21, 22, 26] with limited tdT expression in PLV-LMCs and SSV-VSMCs.

Moreover, while scRNAseq via droplet-based platforms provides the benefit of high-throughput sequencing, it has been well-established that read depth with this technology is much lower than alternative plate-based approaches, such as Smart-seq2, and thus low frequency transcripts may be dropped in the current study [76]. For example, in a recent study directly comparing 10x and Smart-seq2 expression patterns by Wang et al. [76], cells derived from a liver tumor were processed and 10x concluded that markers of VSMC contraction in the KEGG pathway were undetectable, while Smart-seq2 identified a significant enrichment of this pathway in the same cell types. Similarly, in a recent study of single-cell profiling of vascular tissue from the brain and lung using Smart-seq2, *Acta2* and *Myh11* were indeed detectable in venous VSMCs, but at remarkably lower levels compared to the expression of these same genes in arterial VSMCs [77]. Thus, given the relatively low expression of *Acta2* and *Myh11* in venous VSMCs as measured even with the high read depth of Smart-seq2, the limited expression of canonical SMC genes detected in this study may result from limitations of the low read depth droplet-based sequencing technology. In addition, the zero inflation of certain genes in SMCs may further represent this cellular heterogeneity in the expression of canonical SMC genes across various SMC populations [78]. Given the established diversity and plasticity in SMC phenotypes with a spectrum ranging from expression patterns associated with contractility (i.e., aorta VSMC-like) to synthetic (i.e., fibroblast-like) [79, 80], these related cell types may be difficult to differentiate without prior FACS enrichment strategies as SMC and fibroblast cell types may cluster closely together by scRNAseq.

Despite the alignment of tdT-expressing cell populations by whole mount microscopy, flow sorting, and downstream scRNAseq that correspond to the PLV-LMCs and SSV-VSMCs, we cannot completely exclude the possibility that proposed LMCs and VSMCs in the current study may represent myofibroblast contaminants from the surrounding tissue. In particular, while noted prototypical SMC genes such as *Cald1* and *Pdgfrb* were highly expressed in the proposed SMC clusters, these genes have also been shown to be expressed by certain fibroblast subsets [77, 81]. As the identification of LMC-specific genes is currently an important goal in the field of lymphatic biology, the potential caveat of myofibroblast contamination must be considered in future investigations. With this in mind, this work does provide enormous promise towards the identification of candidate gene markers that may be used to specifically target LMCs in future studies.

Based on the myofibroblast-like expression pattern of PLV-LMCs and SSV-VSMCs, it remains unclear whether these cells may be directly related to the previously established inflammatory-erosive mechanisms of synovial fibroblasts in RA. The close proximity of the synovial lymphatics to these described fibroblast populations, coupled with the identification of peri-vascular fibroblasts involved in disease pathogenesis [4], raises the question of the relationship between these cell types in inflammatory arthritis that ought to be investigated in future studies. Overall, this study provides further insight on LMC transcriptional changes that drive the well-established role of lymphatic dysfunction in inflammatory arthritis, and highlights alterations in peri-vascular immune cell populations. Future studies will focus on further understanding the direct mechanisms between these cellular changes, and the implications on arthritic progression in the afferent joint.

## Conclusions

By scRNAseq, we have identified that chronic inflammatory-erosive arthritis is associated with reduced LMCs and M2-macrophages along with increased inflammatory monocytes in joint-draining vascular tissue. Transcriptional changes in LMCs suggest a direct role in the recruitment of immune cells and pathways known to be involved in joint inflammation, which ought to be investigated in future studies towards a further understanding of the pathogenic mechanisms associated with mesenchymal stromal cells in chronic arthritis.

## Supplementary Information

**Additional file 1 **: **Supplementary Figure 1**. Identification of *Ptprc*^+^ immune and *Prrx1*^+^ mesenchymal clusters by scRNAseq of tdT^+^ sorted cells. A feature plot is shown where *Ptprc* (CD45) identified immune cell populations **(A)**, and *Prrx1* defined the mesenchymal cells containing the smooth muscle cell (SMC) populations and fibroblasts **(B)**. Low quality cell clusters that remained in the dataset were identified by relatively high mitochondrial gene expression indicating dead or dying cells, noted by the arrow **(C)**. Blue = high expression, grey = low expression. **Supplementary Figure 2**. Differentially expressed genes in cell clusters identified with integration of WT and TNF-Tg datasets. The wild-type (WT) and tumor necrosis factor transgenic (TNF-Tg) single-cell RNA-sequencing (scRNAseq) datasets were integrated together, and unsupervised shared nearest neighbor (SNN) clustering in Seurat resolved 20 distinct cell clusters. The top 3 genes (duplicates omitted) for these 20 cell populations are shown as a heatmap, and the cell populations correspond by color and cluster order. The cell numbers for each population are noted in parentheses, and depict the same populations shown in the UMAPs of Fig. 3. The full gene list defining the cell populations is provided in the Supplementary Materials. **Supplementary Figure 3.** Micro-CT confirmation of severe inflammatory-erosive arthritis in the experimental TNF-Tg mice. Ex vivo micro-computed tomography (μCT) was performed on the ankle joints of the wild-type (WT) **(A-B)** and tumor necrosis factor transgenic (TNF-Tg) **(C-D)** mice used in this study. The intact ankle in WT mice **(A)** shows the expected bone architecture with the talus segmented in blue **(B)**. In contrast, a representative image of a severely eroded ankle in the TNF-Tg mice is depicted **(C)** with the talus identified in red **(D)** as an established biomarker of arthritis. The talus bone volumes were quantified in Amira software with a significant decrease in talus volumes in TNF-Tg mice compared to WT **(E)**. An unpaired t-test was used for statistical analysis (**** p < 0.0001). **Supplementary Figure 4**. Gene expression patterns define various monocyte and macrophage cell populations. Immune cells were first identified by *Ptprc* (CD45) expression **(A)**, and myeloid cell populations were defined by *Itgam* (CD11b) enrichment **(B)**. Patrolling monocytes were defined by *Cx3cr1* **(C)**, while inflammatory monocytes were identified by *Ly6c2* **(D)** and *Ccr2* **(E)** expression. M1-polarized macrophages were also enriched in *Ccr2* and *Ccl2* **(F)**, while M2-polarized macrophages were identified by *Mrc1* **(G**, CD206**)** and *Cd163* **(H)** expression. Notably, the M2-macrophage population was also enriched for *Lyve1* **(I)** known to regulate collagen content in smooth muscle cells [38]. and M2-macrophages were selectively decreased in tumor necrosis factor transgenic (TNF-Tg) mice as noted in Fig. 3. Feature plots overlaying the UMAP are provided to visualize the change in expression (grey = low, blue = high gene expression). **Supplementary Figure 5**. Additional lymph and angiogenic genes and muscle-related transcription factors selectively expressed in the SMC clusters. Along with the genes indicated in Fig. 4, *Vegfa* (lymphatic muscle cells (LMCs) 1.10, vascular smooth muscle cells (VSMCs) 1.23 log_2_ fold-change (log2FC) in **A**), *Vegfd* (LMCs 1.47, VSMCs 1.00 log2FC in **B**), and *Angpt1* (LMCs 0.29, VSMCs 0.51 log2FC in **C**) as factors critical for lymphangiogenesis and angiogenesis were selectively expressed by LMCs and VSMCs compared to all other cell clusters. In addition, *Vegfd* known to interact with VEGFR3 to promote lymphangiogenesis [56] demonstrated significantly greater expression in the LMC population compared to VSMCs (0.47 log2FC in **B**). However, *Vegfc* expression was nearly undetectable in all cell clusters **(D)**. In addition, muscle-related transcription factors such as *Prrx1* (LMCs 2.22, VSMCs 2.42 log2FC in **E**), *Twist1* (LMCs 1.71, VSMCs 1.19 log2FC in **F**), *Tead1* (LMCs 0.64, VSMCs 0.38 log2FC in **G**), *Meox2* (LMCs 0.28, VSMCs 0.94 log2FC in **H**), *Id3* (LMCs 2.37, VSMCs 2.66 log2FC in **I**), and *Csrp2* (LMCs 1.06, VSMCs 1.91 log2FC in **J**) were significantly increased in muscle cell populations compared to all other sequenced cell clusters. While these transcription factors are not individually specific to smooth muscle cells (SMCs), each gene is known to regulate smooth muscle related gene expression and their co-expression in the same cell strongly indicates that the cluster is a muscle cell [47]. Violin plots are shown to demonstrate the effect size between SMC populations compared to all other cell clusters. Wilcoxon rank sum test was performed between the different cell types for statistical analysis with false discovery rate (FDR) < 2.87E-67 for all comparisons. Sample sizes: LMCs = 1,985 cells, VSMCs = 1,331 cells, Other = 5,563 cells. **Supplementary Figure 6**. LMC and VSMC clusters express fibroblast-like genes similar to myofibroblasts, but not pericyte genes. To confirm a lack of contamination by pericytes, canonical pericyte markers such as *Cspg4* **(A)**, *Mcam* **(B)**, and *Ngfr* **(C)** were nearly undetectable throughout the dataset. Note that cell sorting of tdT^+^ cells from *Cspg4*-Cre;Ai9-tdTomato as in Fig. 1 does not presume active *Cspg4* expression, but instead that tdTomato (tdT)^+^ cells at one time expressed *Cspg4*. On the other hand, non-specific fibroblast markers were highly enriched in the muscle cell populations, such as *Dcn* (lymphatic muscle cells (LMCs) 5.25, vascular smooth muscle cells (VSMCs) 5.48 log_2_ fold-change (log2FC) in **D**), *Fbln2* (LMCs 2.12, VSMCs 2.31 log2FC in **E**), and *Pdgfra* (LMCs 2.29, VSMCs 2.35 log2FC in **F**). The various validations of muscle cell identity in Fig. 1, 2, and 4 and Supplementary Figures 5 and 7 suggest that these peripheral muscle cell populations may cluster closely with fibroblasts by single-cell transcriptomics, yet exhibit distinct features to differentiate them from traditional fibroblasts. Violin plots are shown to demonstrate the effect size between muscle cell populations compared to all other cell clusters. Wilcoxon rank sum test was performed between the different cell types for statistical analysis with false discovery rate (FDR) < 2.23E-308 and the lower limit possible in R. Sample sizes: LMCs = 1,985 cells, VSMCs = 1,331 cells, Other = 5,563 cells. **Supplementary Figure 7**. Differentially expressed genes between LMC and VSMC clusters. The lymphatic muscle cell (LMC) and vascular smooth muscle cell (VSMC) clusters from the wild-type (WT) and tumor necrosis factor transgenic (TNF-Tg) integrated datasets in Fig. 3 were subclustered, and then re-integrated for analysis of differential gene expression between the populations with minimally supervised clustering **(A)**. The top 10 differentially expressed genes between LMCs and VSMCs are shown as a heatmap **(B)**, and the full list of gene expression is provided in the Supplementary Materials. Notable genes, such as *Cst3* (2.60 log_2_ fold-change (log2FC) in **C**), *Mgp* (2.75 log2FC in **D**), and *Bgn* (2.11 log2FC in **E**), were significantly increased in VSMCs compared to LMCs, while *Ackr3* (1.39 log2FC in **F**) was selective for LMCs relative to VSMCs. Feature plots overlaying the UMAP are provided to visualize the change in expression (grey = low, blue = high gene expression), while violin plots are shown to demonstrate the effect size between muscle cell populations. Wilcoxon rank sum test was performed between the different cell types for statistical analysis with false discovery rate (FDR) < 2.53E-227 for all comparisons. Sample sizes: LMCs = 1,850 cells, VSMCs = 1,466 cells. **Supplementary Figure 8**. Lack of *Acta2* expression in LMC and VSMC clusters. *Acta2* (alpha smooth muscle actin (αSMA)) is a well-established canonical marker for smooth muscle cells (SMCs), and immunohistochemistry for αSMA has been routinely used by us and others to study lymphatic muscle cells (LMCs) and vascular smooth muscle cells (VSMCs) in lymphatic and blood vessels in situ and ex vivo (Fig. 4 and [22, 43, 75, 82]). Transcriptomic studies of large arteries have also used *Acta2* expression as a phenotypic marker of SMC clusters in single-cell RNA-sequencing (scRNAseq) datasets [80, 83]. However, our scRNAseq data showed that *Acta2* expression is nearly undetectable in freshly harvested and sequenced popliteal lymphatic vessel (PLV)-LMCs and superficial saphenous vein (SSV)-VSMCs **(A, B)**. A feature plot overlaying the UMAP is provided to visualize the change in expression (grey = low, blue = high gene expression), while a violin plot is shown to demonstrate the negligible *Acta2* expression in all sequenced cell populations. We also generated *Acta2*-Cre;Ai9-tdTomato (tdT) **(C-D)** and *Acta2*-CreER;Ai9-tdT **(E-J)** reporter mice to evaluate endogenous *Acta2* gene promoter activity in LMCs and VSMCs in vivo. PLVs (dashed arrow) and adjacent SSVs (solid arrow) from a 3-month-old *Acta2*-Cre;Ai9-tdT mouse, and a 5-month-old *Acta2*-CreER;Ai9-tdT mouse (after tamoxifen induction, as previously described [22]) were harvested and immunostained for αSMA and visualized by whole mount immunofluorescent microscopy. High-magnification images of the regions with the highest tdT expression are shown. Remarkably, despite LMC and VSMC αSMA protein expression detected by immunostaining (green), tdT (red) in both reporter models was not ubiquitously expressed in SMCs of both PLVs and SSVs. Taken together, these findings suggest relatively low *Acta2* mRNA expression in LMCs and VSMCs of lower limb vessels in adult mice.

**Additional file 2.**

## Data Availability

The scRNAseq datasets generated in the current study are deposited on NIH Gene Expression Omnibus (GEO; accession number GSE190999), and source code will be made available upon reasonable request. All other datasets generated or analyzed during this study are either included in this published article (and its supplementary information files) or will be made available upon reasonable request.

## Abbreviations

TNF-Tg: Tumor necrosis factor transgenic
RA: Rheumatoid arthritis
PLVs: Popliteal lymphatic vessels
LMCs: Lymphatic muscle cells
scRNAseq: Single-cell RNA-sequencing
UMAP: Uniform manifold approximation and projection
VSMCs: Vascular smooth muscle cells
PRIME: Preinflammatory mesenchymal
SSV: Superficial saphenous vein
PLN: Popliteal lymph node
LECs: Lymphatic endothelial cells
NO: Nitric oxide
iNOS: Inducible nitric oxide synthase
SMCs: Smooth muscle cells
FACS: Fluorescence activated cell sorting
tdT: tdTomato
WT: Wild-type
DEGs: Differentially expressed genes
BrdU: Bromodeoxyuridine
DMEM: Dulbecco’s modified Eagle’s medium
FBS: Fetal bovine serum
DPBS: Dulbecco’s phosphate buffered saline
FCC: Flow cytometry core
GEM: Gel bead-in-emulsion
SNN: Shared nearest neighbor
Log2FC: Log_2_ fold-change
FDR: False discovery rate
IPA: Ingenuity Pathway Analysis
NBF: Normalized buffered formalin
αSMA: Alpha smooth muscle actin
MPI: Mean pixel intensity
μCT: Micro-computed tomography
HU: Hounsfield units
AU: Artificial units

# Supplementary material for: Single-cell transcriptomics of popliteal lymphatic vessels and peripheral veins reveals altered lymphatic muscle and immune cell populations in the TNF-Tg arthritis model
**Source:** Arthritis Res Ther. 2022 Mar 7;24:64. doi: 10.1186/s13075-022-02730-z
**Supplement:** Supplementary file 1 — Additional file 1 : Supplementary Figure 1. Identification of Ptprc+ immune and Prrx1+ mesenchymal clusters by scRNAseq of tdT+ sorted cells. A feature plot is shown where Ptprc (CD45) identified immune cell populations (A), and Prrx1 defined the mesenchymal cells containing the smooth muscle cell (SMC) populations and fibroblasts (B). Low quality cell clusters that remained in the dataset were identified by relatively high mitochondrial gene expression indicating dead or dying cells, noted by the arrow (C). Blue = high expression, grey = low expression. Supplementary Figure 2. Differentially expressed genes in cell clusters identified with integration of WT and TNF-Tg datasets. The wild-type (WT) and tumor necrosis factor transgenic (TNF-Tg) single-cell RNA-sequencing (scRNAseq) datasets were integrated together, and unsupervised shared nearest neighbor (SNN) clustering in Seurat resolved 20 distinct cell clusters. The top 3 genes (duplicates omitted) for these 20 cell populations are shown as a heatmap, and the cell populations correspond by color and cluster order. The cell numbers for each population are noted in parentheses, and depict the same populations shown in the UMAPs of Fig. 3. The full gene list defining the cell populations is provided in the Supplementary Materials. Supplementary Figure 3. Micro-CT confirmation of severe inflammatory-erosive arthritis in the experimental TNF-Tg mice. Ex vivo micro-computed tomography (μCT) was performed on the ankle joints of the wild-type (WT) (A-B) and tumor necrosis factor transgenic (TNF-Tg) (C-D) mice used in this study. The intact ankle in WT mice (A) shows the expected bone architecture with the talus segmented in blue (B). In contrast, a representative image of a severely eroded ankle in the TNF-Tg mice is depicted (C) with the talus identified in red (D) as an established biomarker of arthritis. The talus bone volumes were quantified in Amira software with a significant decrease in talus volumes in TNF-Tg mi

**Supplementary Figure 1**

**
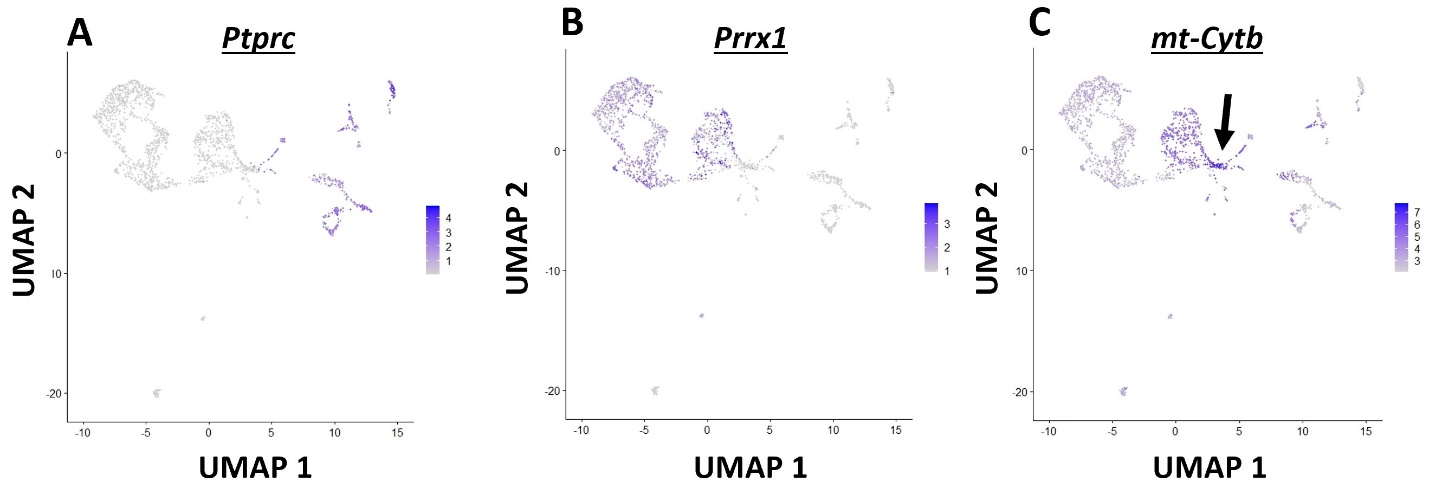
**

**Supplementary Figure 2**

**
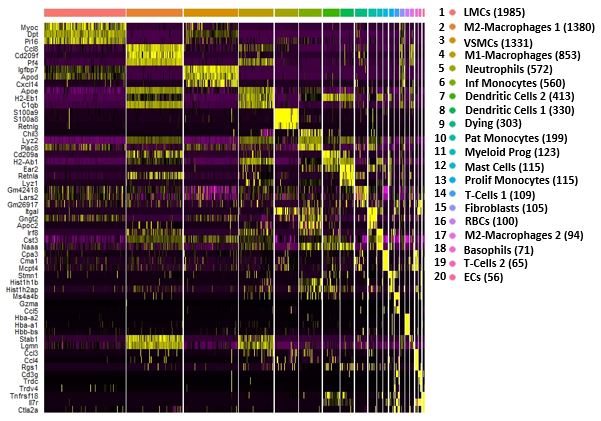
**

**Supplementary Figure 3**

**
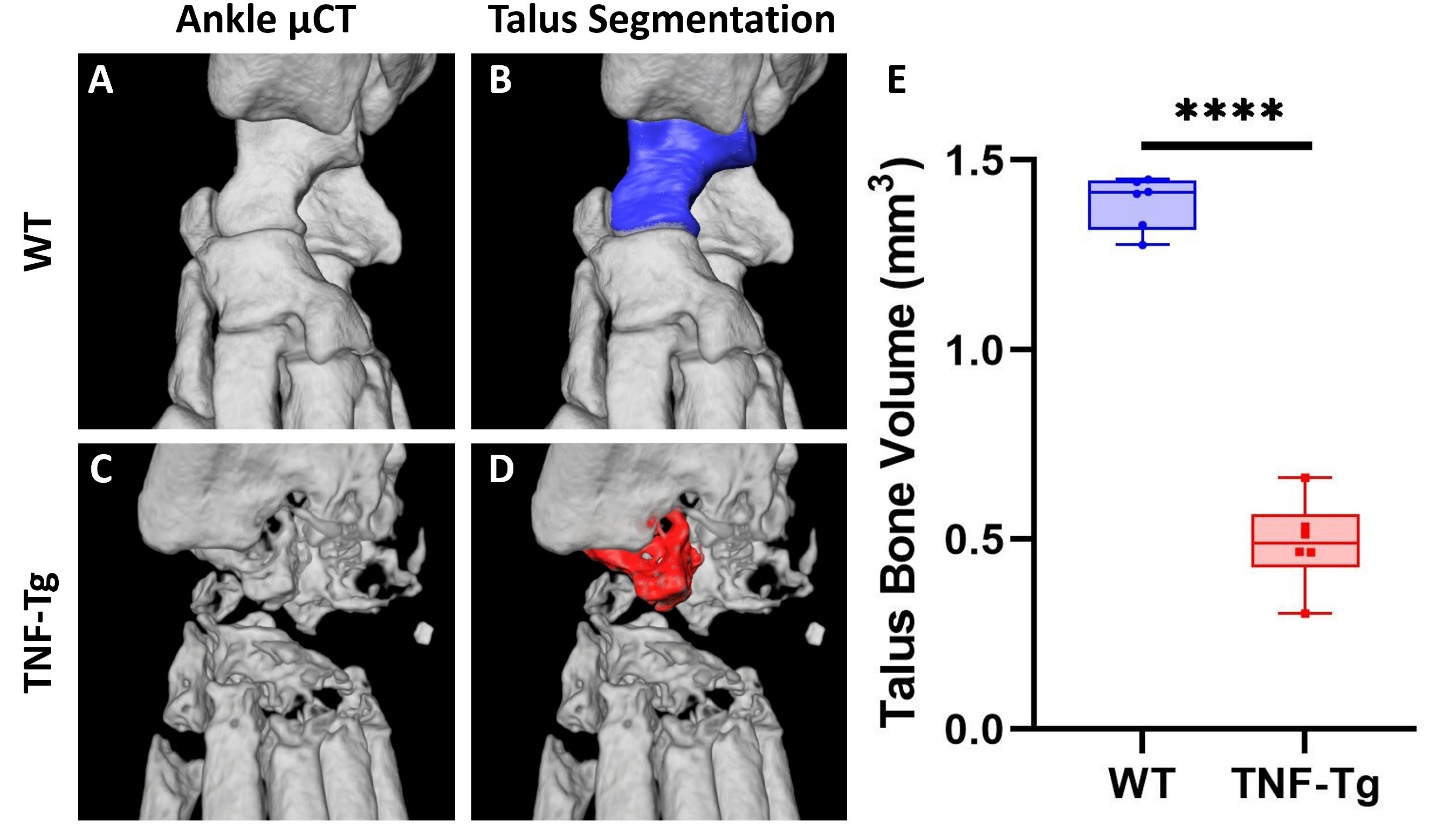
**

**Supplementary Figure 4**

**
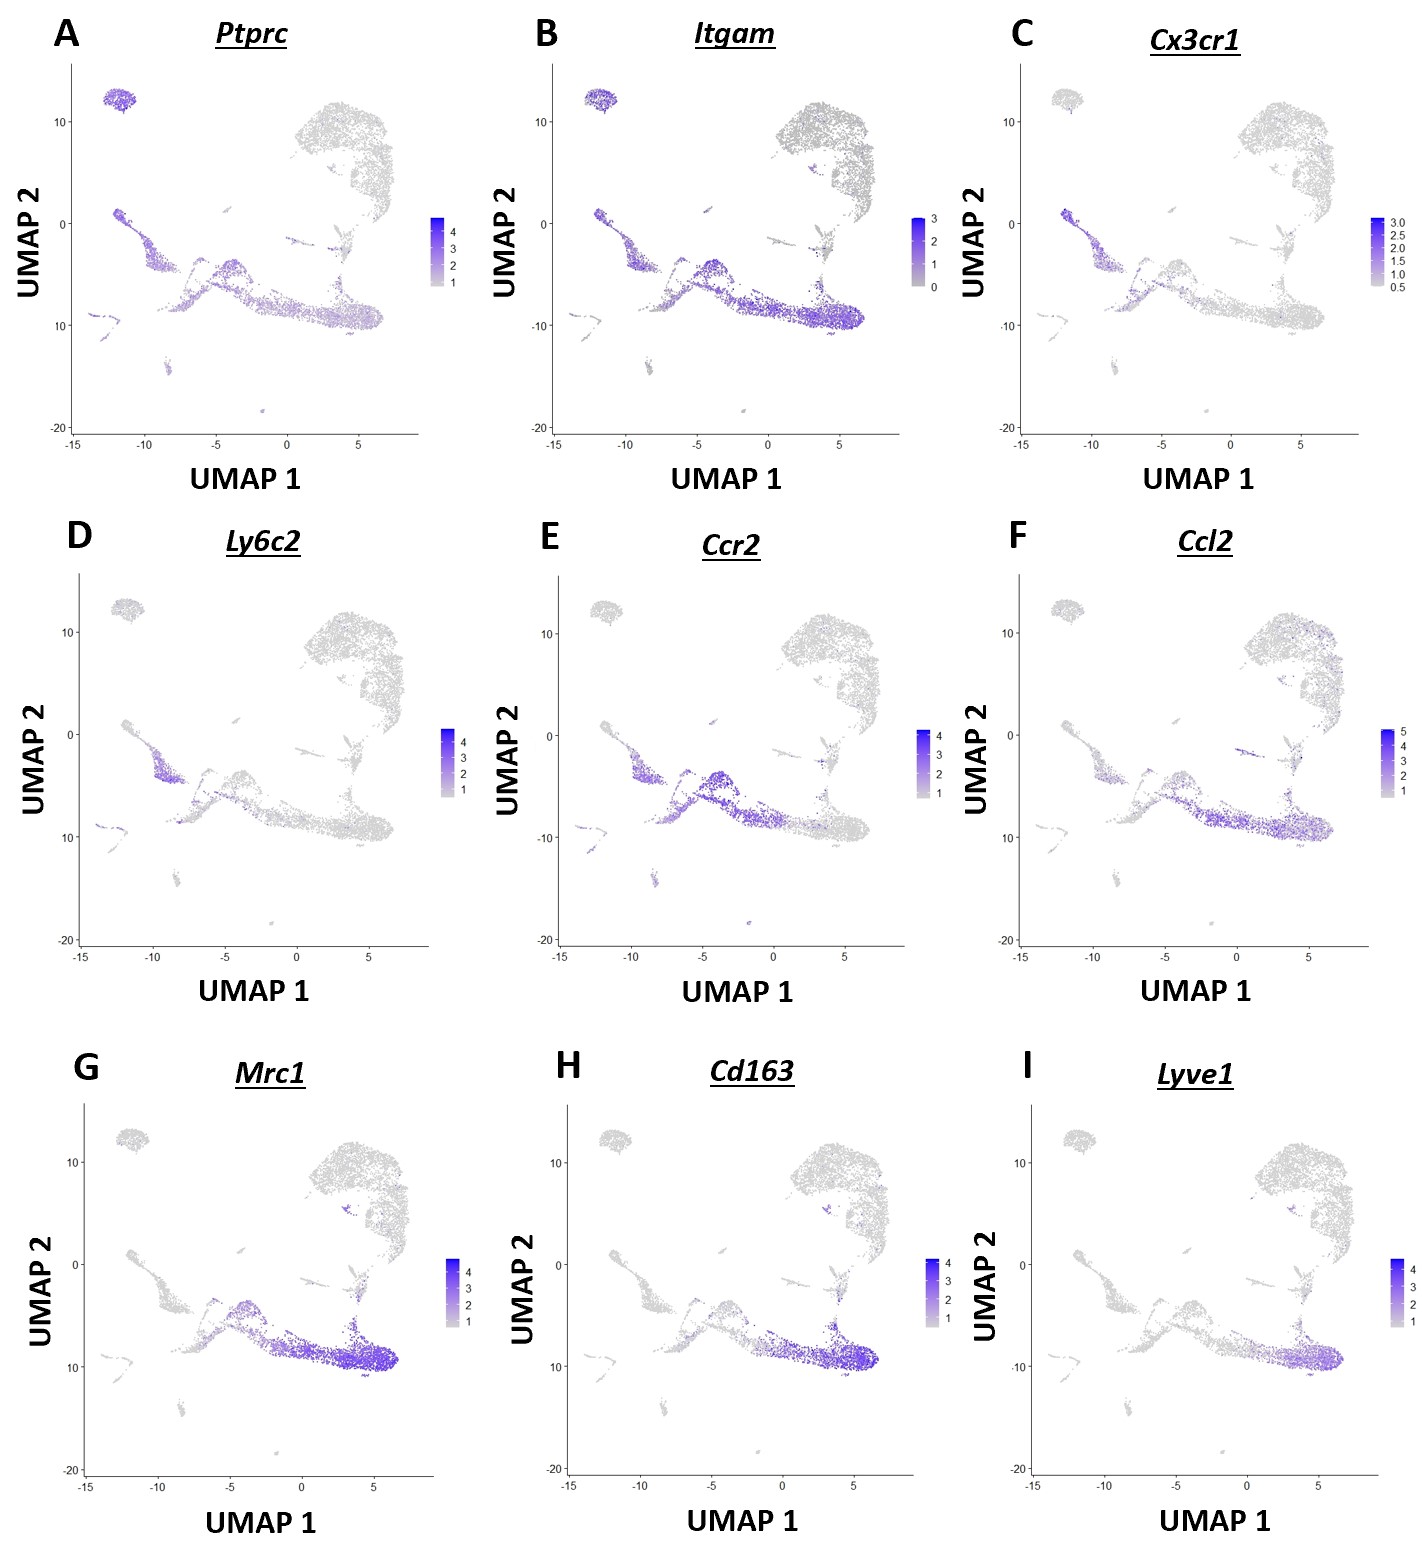
**

**Supplementary Figure 5**

**
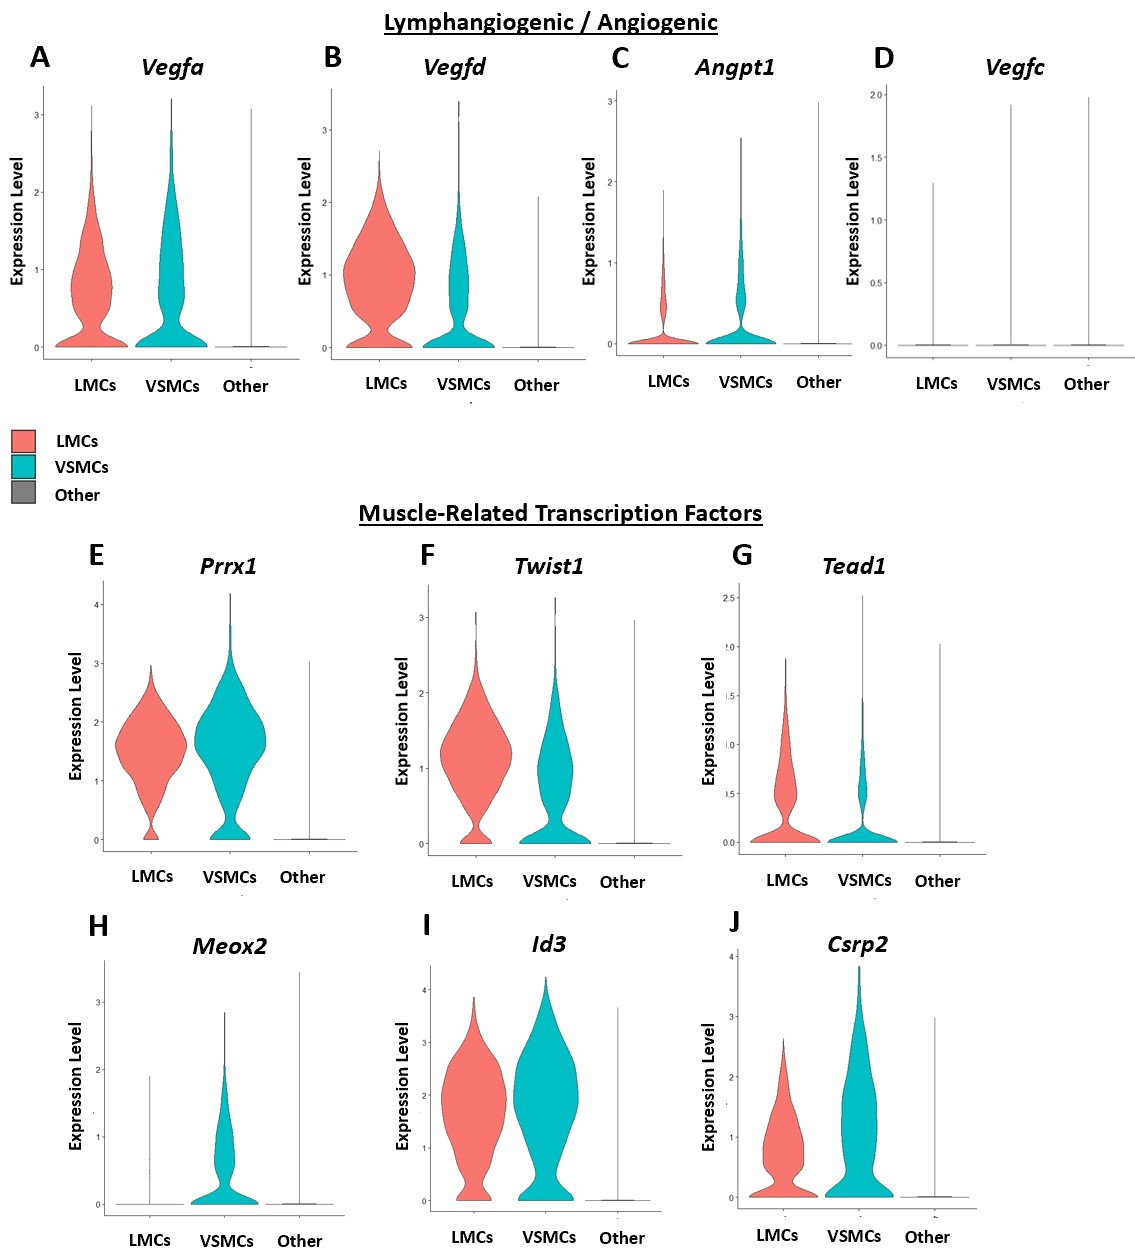
**

**Supplementary Figure 6**

**
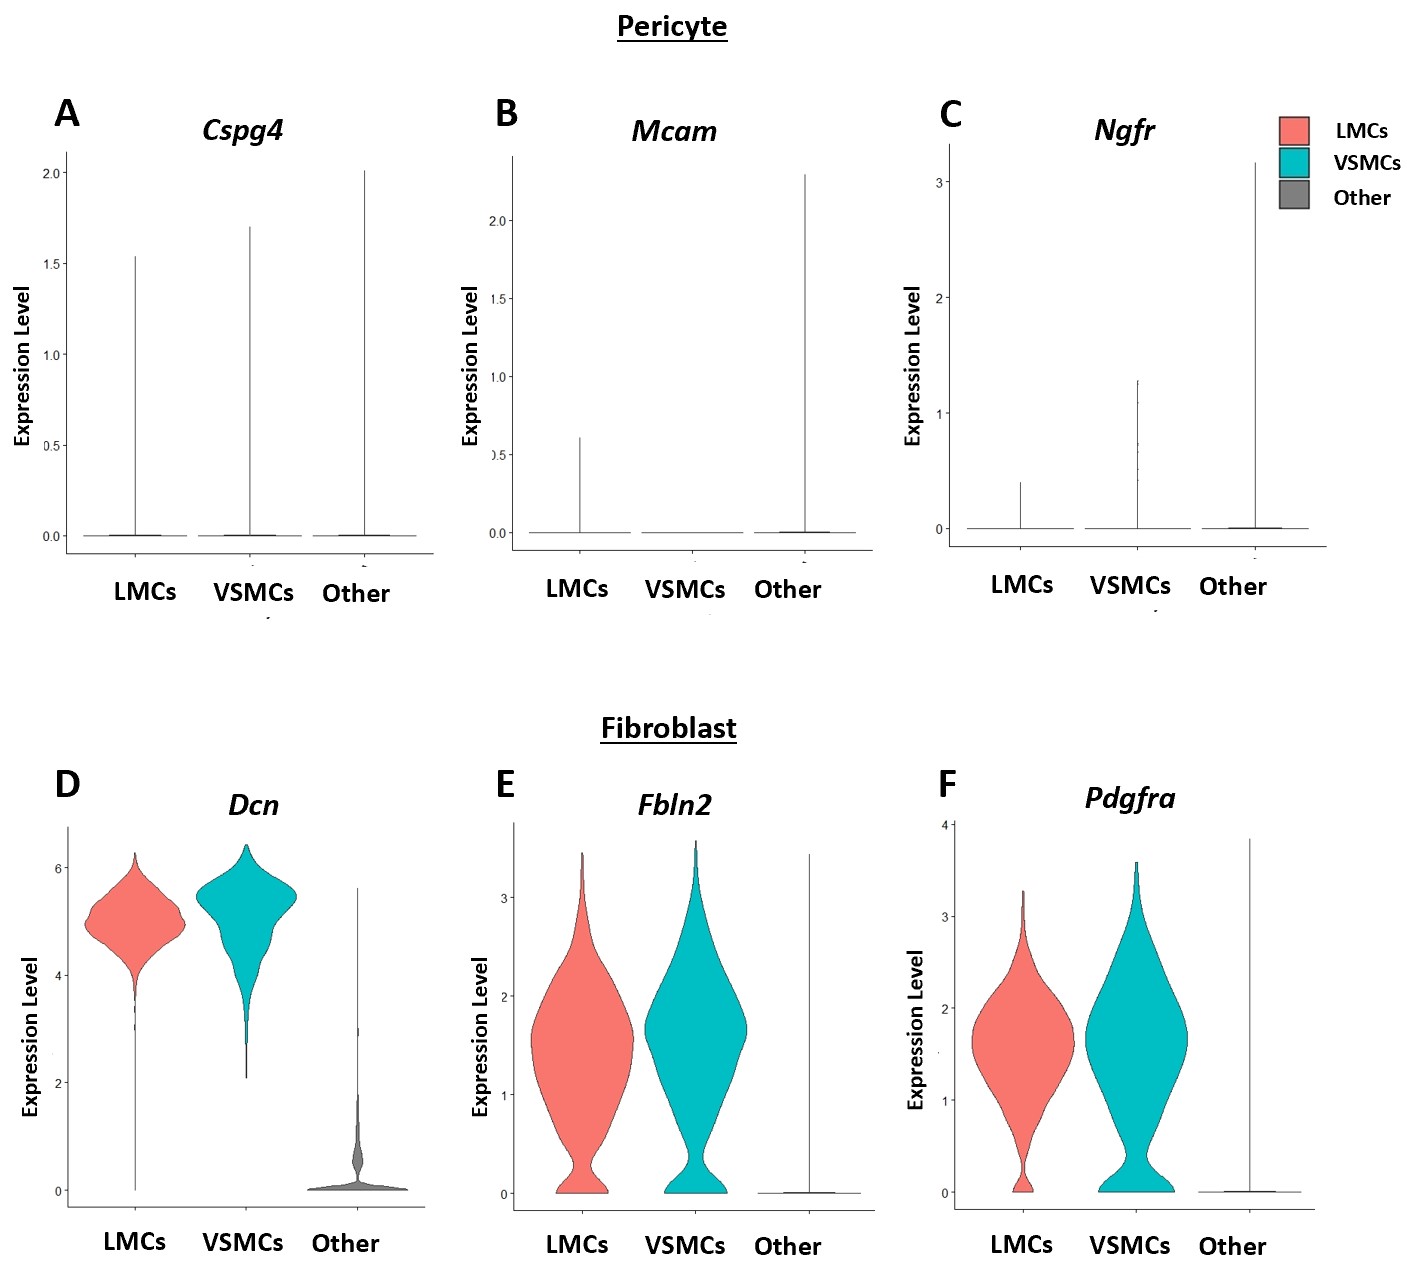
**

**Supplementary Figure 7**

**
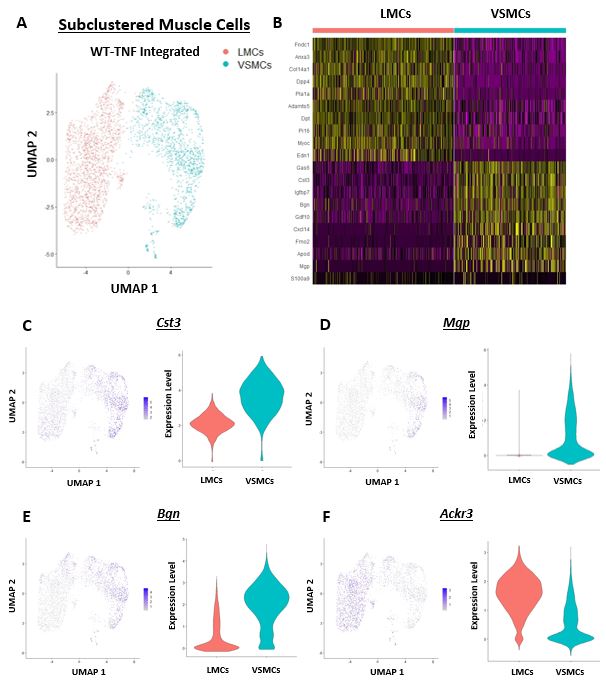
**

**Supplementary Figure 8**

**
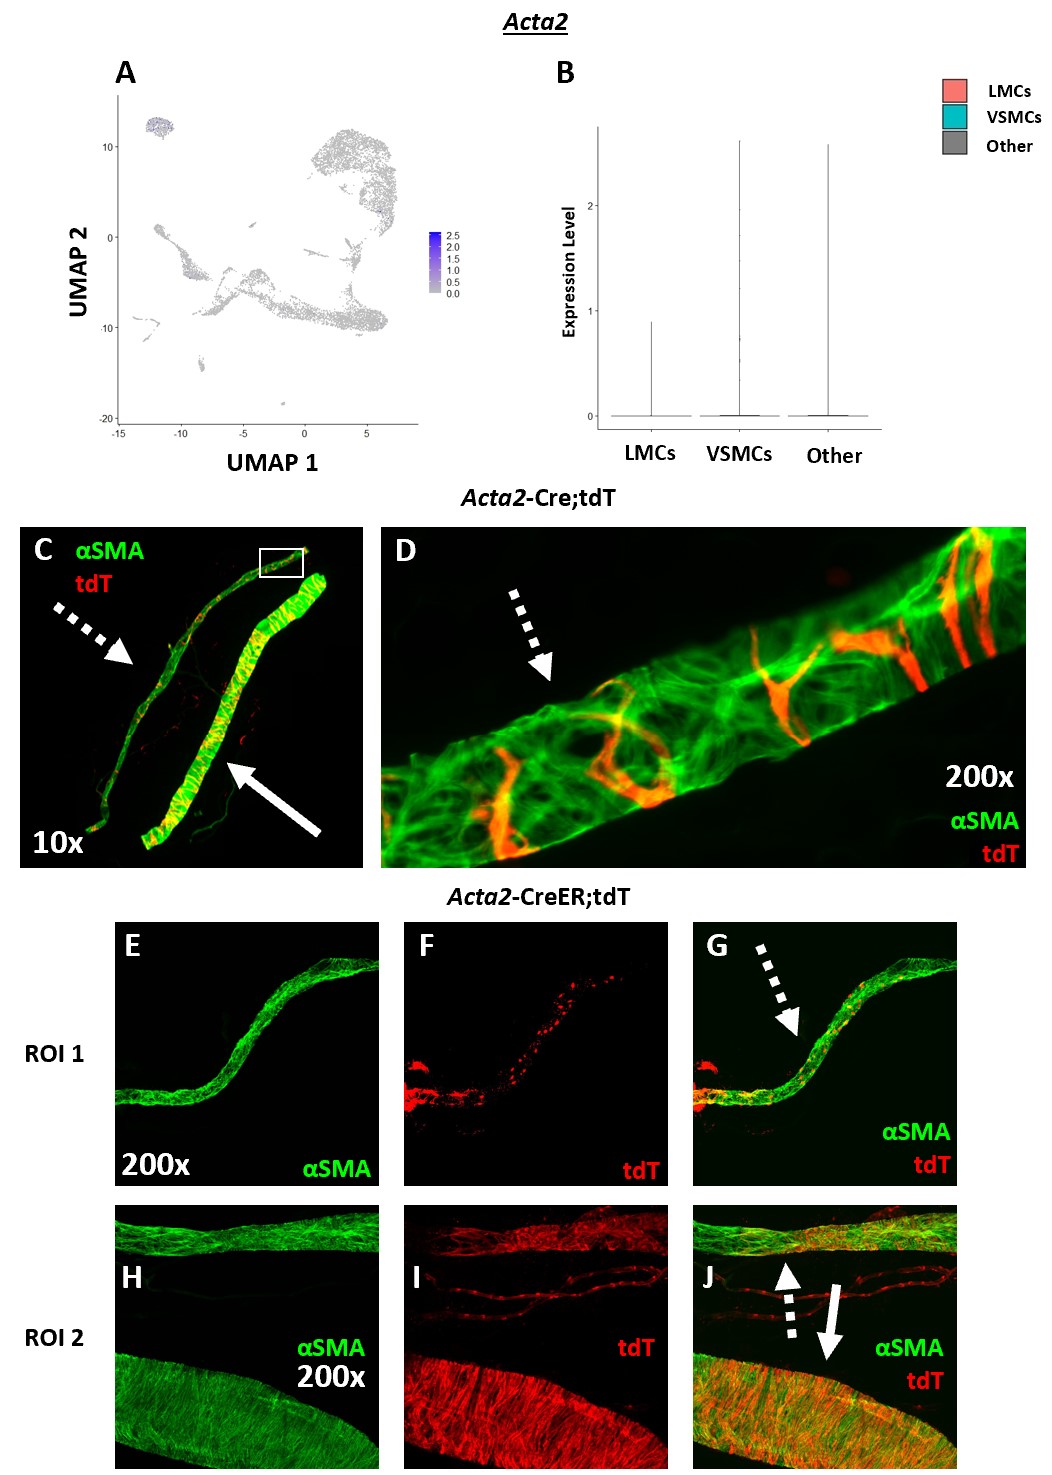
**

How the deposited data were processed for this re-analysis (not part of the article)

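The 4 libraries of popliteal lymphatic vessels and saphenous veins were re-analysed, each made from the vessels of 3 pooled mice. The tdT1 and tdT2 libraries were replicates of tdT+ cells from Cspg4-Cre;tdT mice. The WT and TNF-Tg libraries came from male mice without tdT sorting and were 1 library per condition. The article gives an age of 8 to 9 months for these mice and the sample labels give 9 months. The deposited values are counts of unique molecular identifiers (UMIs) per gene and cell, which the authors made with Cell Ranger and limited to the barcodes it called as cells, according to the methods and the matrix headers. They had not been normalized. The genome build and annotation that the authors counted against are not stated in the methods, the matrix headers, the gene lists of the matrices or the sample labels. It was checked that every value was a whole number and that gene and barcode lists matched the matrices in length.

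The libraries differed in depth and quality. The tdT1 library held 1504 cells and 14256192 UMIs, with 4.11% of the UMIs from mitochondrial genes and 34.3% of the cells above 10% mitochondrial UMIs. The tdT2 library held 454 cells and 2357031 UMIs, with 1.16% mitochondrial UMIs. The WT library held 5488 cells and 68773605 UMIs, and the TNF-Tg library 3391 cells and 37557627 UMIs, with 1.56% and 1.28% mitochondrial UMIs. Median UMIs per cell were 6393.5 for tdT1, 4932.5 for tdT2, 12660 for WT and 10605 for TNF-Tg. The matrices shared 30406 genes, and 647 genes were listed for tdT1 alone. No cells were removed beyond the barcode calling of the authors, except in alternatives. Scrublet, as run by scanpy 1.11.5, called 5 doublets in tdT1, 2 in tdT2, 137 in WT and 48 in TNF-Tg. At a rate of 0.8% per 1000 cells, 4.39% of the WT cells and 2.71% of the TNF-Tg cells would be doublets, against 2.50% and 1.42% called.

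Clusters were made in R 4.3.3 with Seurat 5.3.0. Counts were log-normalized per 10000 UMIs, libraries were integrated through canonical correlation anchors on 2000 variable features and 30 dimensions, and cells were clustered at a resolution of 0.5. Separate integrations covered the tdT libraries, these with WT, WT with TNF-Tg, and all 4 libraries. The 58 genes named in the article were left out of the features, which left 1960, 1954, 1950 and 1952 features and gave 16, 20, 21 and 23 clusters. Marker genes for each cell type were fixed before the data were examined. The markers of LMCs, VSMCs, fibroblasts, macrophages, neutrophils, inflammatory monocytes and dendritic cells came from the supplementary cluster tables of the article. A cluster was named when at least 3 markers of a type were among its 50 genes with the highest fold over the other cells, with a pseudocount of 0.1 UMIs per 10000. It stayed unnamed when types tied or another type had more markers among its 10 leading genes, unless both were leukocyte types. A median depth under 1/3 of the library's, with no marker of the type among those 10, also left it unnamed. This scoring and the class for leukocytes of unresolved type were set after the clusters had been looked at. Cluster names carry "-like", since marker genes alone define them.

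Levels were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 as UMIs summed over the cells of a class in 1 library, scaled to 1000000 UMIs (CPM). Figures were drawn with matplotlib 3.10.9. Shares of cells have exact Clopper-Pearson intervals, CPM have exact Poisson intervals, and ratios of UMIs have exact conditional binomial intervals, all at 95%. Log2 ratios of shares have approximate intervals, combined from the Clopper-Pearson intervals of both shares as a root of summed squares. These intervals cover counting error and not the variation between mice or libraries. A count of 0 was set against a floor of 3 UMIs. Where detection was compared, each cell was also thinned at random to 3000 and to 1500 UMIs, with cells below that depth left out. The seed was 42.

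Classes were compared with the quasi-likelihood test of edgeR 4.0.16 (limma 3.58.1), on 6 sums that pair the LMC-like, VSMC-like and other cells with the WT and TNF-Tg libraries. The library was a block, normalization was TMM, the low-count filter was filterByExpr, and 14007 genes were tested with Benjamini-Hochberg adjustment and a threshold of 0.01. Standard errors were back-calculated from that test, as the size of the log2FC over the square root of its F statistic. The classes were defined on the same cells, so these p-values describe how a gene separates the classes across 2 libraries and not a finding about new mice. Differences between TNF-Tg and WT have no p-values, because cells of 1 library are not replicates. Batch and condition are the same split for these libraries.

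The class test was checked on simulated data with the depth of these sums and 200 changed genes of 14007. edgeR recovered 10, 45, 50 and 50 of 50 genes simulated at log2 changes of 1, 2, 4 and 6, with 7 false calls. DESeq2 1.42.0 recovered 18, 48, 50 and 50, with 12 false calls. In a first design, 200 genes were raised 2-fold in the LMC-like sums only, and edgeR recovered 0 of them with 0 false calls while DESeq2 recovered 61 with 12 false calls. The list method was tested on simulated data with lists of 100 genes among 12440. A list raised by a log2 change of 1 had a median of 0.99 at percentile 100, a lowered one −1.01 at percentile 0, and an unchanged one −0.01 at percentile 24.5.

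Gene lists were fixed before the data were examined. They covered contractile, pericyte, adventitial fibroblast, synovial fibroblast and lymphatic endothelial genes, glucocorticoid-induced, circadian, dissociation response and sex-linked genes, nuclear and mitochondrial genes of oxidative phosphorylation, and ribosomal protein genes. Shorter forms of 3 lists were made to leave out genes that the article or the cell type markers had picked, or to keep circadian genes of 1 phase. For TNF-Tg over WT, the median log2 ratio of a list, with 0.5 UMIs added to each sum and genes of at least 20 UMIs, was set against 10000 random lists matched on mean CPM in 20 bins. The lymphatic endothelial list was used for levels only. The genes named in the text are those that the article names as results, plus the 5 highest and 5 lowest log2 ratios of TNF-Tg over WT among genes with at least 300 UMIs in a class. Any other gene was chosen after its values were seen.

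Alternatives set beforehand were resolutions of 0.3 and 1.0, merging without integration, keeping the 58 genes among the features, removing predicted doublets, and removing cells above 10% mitochondrial UMIs or below 500 genes. They also included DESeq2 with its size factors, no low-count filter, all 4 libraries integrated, TMM scaling of the sums, the mean of per-cell values as in Seurat, thinning, a CPM total without mitochondrial and ribosomal protein genes, and leaving out each library. A further alternative left 1273 features after removal of the 2284 genes at least 2-fold apart between the WT and TNF-Tg libraries in LMC-like, VSMC-like or macrophage-like cells, among genes with at least 50 UMIs. Integrated values in place of RNA values were added later. The log2FC of the article were compared on the scale of log2 of the mean per 10000 UMIs plus 1, which was found by comparing scales with its values.

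Gene positions were taken from the GENCODE annotation of GRCm38, since the build used by the authors is not stated. The deposited matrices hold no reads, so alignment and barcode calling were not repeated. Pathway enrichment of the article was not repeated, because it was made with the Ingenuity Pathway Analysis software, which was not at hand. Imaging and histology results were not re-analysed, since no values of theirs are among the deposited matrices.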

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

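The test that compared *Dcn* with the tdT reporter between leukocyte and stromal clusters was chosen only after its result was seen, while the other tests of this part were written down before the values they measure were known.

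The named genes *Ccr2*, *Id3* and *Thy1* moved in opposite directions between the TNF-Tg and WT libraries in the 2 classes of muscle-like cells. The log2 ratio of TNF-Tg over WT was 0.65 in LMC-like and −0.79 in VSMC-like cells for *Ccr2*, −0.36 and 0.28 for *Id3*, and −1.84 and 0.54 for *Thy1*. Each class was 1 library per condition, so the difference between LMC-like and VSMC-like cells was not tested.

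For *Thy1*, the tables argue against predicted doublets among the VSMC-like cells, because the log2 ratio there was 0.87 [0.62 to 1.12] after their removal. They argue against T cells caught with VSMC-like cells as well. The TNF-Tg VSMC-like cells held 343 *Thy1* UMIs and 5 UMIs of the *Cd3* genes, while T-cell-like cells had 110 *Thy1* UMIs beside 1381 *Cd3* UMIs, so T cells would account for 0.116% of the *Thy1* UMIs. After thinning to 3000 UMIs, the ratios were 0.51 [0.03 to 1.00] in VSMC-like and −1.82 [−2.30 to −1.38] in LMC-like cells. Thinning cannot decide whether UMIs per cell play a part, because a CPM ratio is already divided by depth. It shows that the signs held with each cell weighted alike and shallow cells left out. The VSMC-like interval comes near 0 at that depth. TNF-driven change in the vessel is a biological explanation that the design names, and it was not tested because TNF-Tg and WT are also different captures. Another placement of cells between the classes in the TNF-Tg library stays open too.

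For *Id3*, the log2 ratio in VSMC-like cells was 0.23 [0.18 to 0.28] without predicted doublets. After thinning to 3000 UMIs it was 0.33 [0.23 to 0.44] in VSMC-like and −0.32 [−0.44 to −0.21] in LMC-like cells. The former result argues against doublets as the whole cause. The latter cannot decide on depth, because a CPM ratio is already divided by it. The shifts are small beside those of *Thy1*, and a difference between captures and an effect of TNF cannot be told apart, because each condition was 1 library.

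For *Ccr2*, a candidate explanation is that leukocytes were caught with VSMC-like cells as doublets. Removal of the predicted doublets took away 94.5% of the *Ccr2* UMIs of VSMC-like cells, from 693 UMIs to 38. The log2 ratio after removal was −0.81 [−1.93 to 0.23] in VSMC-like cells, an interval that includes 0, and 1.03 in LMC-like cells. The cells were clustered again after the removal, so the fall in *Ccr2* UMIs may also include cells that changed class. The *Ccr2* UMIs of the doublets themselves were not counted. Too few UMIs were left to tell whether the class differed from LMC-like cells. The *Ccr2* UMIs of LMC-like cells remain without a tested source.

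Transcripts of the tdT reporter, listed as Tdtomato for the tdT2 library and not examined in the paper, gave 118 UMIs there and 0 in the WT and TNF-Tg libraries. For tdT1, the matrix does not list this gene. The level was 90.9 CPM in LMC-like cells, 53.3 CPM in VSMC-like cells, 69.8 CPM in unnamed stromal clusters and 27.4 CPM in leukocyte clusters. Free RNA taken up by all droplets alike is argued against by the gap between 90.9 CPM [54.7–142] in LMC-like cells and 27.4 CPM [17.8–40.5] in leukocyte clusters. The LMC-like level rests on 19 UMIs in 28 cells. The interval of VSMC-like cells [35.1–77.6] overlapped that of leukocyte clusters. RNA or doublets from stromal cells do not explain the reporter in leukocytes either. The *Dcn* level of leukocyte clusters was 0.156% of that of stromal clusters, while their Tdtomato level was 41.0% of the stromal 66.9 CPM. One hypothesis is that some sorted leukocytes carried reporter transcripts of their own. Whether *Cspg4*-driven recombination took place in leukocytes was not tested, and 25 UMIs are the whole basis of the leukocyte level.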

How the results depend on the processing

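The tests on integrated values in place of RNA values were chosen only after the results were seen, and the markers, gene lists, comparisons and all other alternatives were chosen before the data were examined.

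Merging the libraries without integration changed the most results. The log2 ratio of the LMC-like share, TNF-Tg over WT, was −1.69 against −0.73 with integration, and that of the inflammatory monocyte-like share was 4.36 against 3.56. The median of the nuclear oxidative phosphorylation genes in LMC-like cells was 0.38 against 0.60, at percentile 100 in both cases. Of the paper's genes for LMCs and VSMCs, 0 of 15 and 0 of 15 passed the adjusted threshold of the edgeR test in place of 15 and 15, with 8 and 6 at an unadjusted p under 0.05. Of the genes that separate LMCs from VSMCs, 0 of 5 passed in place of 4, with 2 at an unadjusted p under 0.05. The lowest adjusted p-values were 0.0918, 0.0717 and 0.106 (edgeR), and all 15, 15 and 5 genes kept the stated direction. In LMC-like cells, the TNF-Tg over WT ratios of *Mt2*, *Mt1* and *Adamts1* reversed to −0.015, −0.18 and −0.19, and in VSMC-like cells that of *Mt1* reversed to −0.46. In this setting, an unnamed stromal cluster held 629 cells, of which 623 were TNF-Tg and 6 were WT. The LMC-like class held 1452 WT and 278 TNF-Tg cells, against 1433 and 532 with integration, so stromal cells of the TNF-Tg library counted among the other cells. How much of each change this cluster accounts for was not examined, and the cause was not tested.

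The other clustering alternatives moved fewer results, and the cause was not tested. The log2 ratio of the inflammatory monocyte-like share was 2.79 at a resolution of 1.0 and 2.73 with the features that leave out genes at least 2-fold apart between libraries. The muscle-like share of tdT cells, 31.6% as the mean of the replicates, was 38.3% at a resolution of 0.3. It was 50.4% after removal of cells above 10% mitochondrial UMIs or below 500 genes, a filter that takes away 34.3% of the tdT1 cells for their mitochondrial UMIs alone. With predicted doublets removed, 1 of the 5 genes that separate LMCs from VSMCs, *Mgp*, passed the threshold (adjusted p = 0.00103 by edgeR, 1.46e-08 to 0.272 over the alternatives that used edgeR). *Cst3*, *Bgn* and *Ackr3* had adjusted p-values of 0.0109, 0.0110 and 0.0277 there (edgeR), with log2FC of 2.20, 2.45 and −1.89 for VSMC-like over LMC-like cells. *Vegfd* passed in 0 of 10 settings, with adjusted p-values from 0.0547 to 0.809 over edgeR and DESeq2.

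The median of the oxidative phosphorylation genes in LMC-like cells stayed above 0 in all 11 alternatives, at percentile 100 in each. It moved to 0.62 with the filter on mitochondrial UMIs and genes, to 0.34 on Seurat's scale, to 0.56 and 0.52 with cells thinned to 3000 and 1500 UMIs, and to 0.62 without mitochondrial and ribosomal protein genes in the total. The pseudocount of 1 in Seurat's scale draws all ratios towards 0 by construction. Otherwise, the cause was not tested.

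The directions of the other results held. The log2 ratio of the LMC-like share was −0.74 to −0.70 in the 6 alternatives other than merging, and that of the M2-macrophage-like share was −1.50 to −1.32 in all 7. The 15 genes for LMCs and the 15 for VSMCs passed in every setting that integrated the WT and TNF-Tg libraries alone. With all 4 libraries integrated, 11 of 15, 13 of 15 and 3 of 5 passed. At a resolution of 0.3, 3 of 5 genes that separate the classes passed. *Tpm1* passed in 8 of 10 settings for either class. The genes of Tables 2 and 3 moved the stated way in 18 to 21 of 21 cases in LMC-like cells and those of Table 2 in 10 to 11 of 11 in VSMC-like cells, with merging as the lowest in both. The DESeq2 size factors and the absence of a low-count filter left the counts of passing genes as they were, 15, 15 and 4. On integrated values, 12 of the 12 genes with values went the stated way for LMCs, 12 of 12 for VSMCs and 5 of 5 between them. Among the answers to the comparisons, 90 stayed within their error or, for counts of genes, within 1.5 times the main count, 12 moved and 4 became weaker. The 90 thus include counts in which some genes lost the threshold or their direction, such as 11 of 15 and 18 of 21. They also include 4 values from 1 tdT library alone, set against the SD of the same 2 libraries, which says nothing about how stable these are. Among the 4 single-gene ratios that reversed in some setting, 28 values stayed, 12 moved and 4 reversed.

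Leaving out 1 library gave a muscle-like share of tdT cells from 27.3% to 35.8%. For the leukocyte share, the log2 ratio of WT over tdT was 0.99 with both tdT libraries and ranged from 0.46, without tdT1, to 1.84, without tdT2. It was 0.93 to 1.01 in the other alternatives, so this size rests on which tdT library is used. Within the WT library or the TNF-Tg library alone, 15 of 15, 15 of 15 and 5 of 5 genes had the stated direction, a comparison without a test. TMM scaling shifted ratios in VSMC-like cells, where its factors were 1.06 for WT and 0.946 for TNF-Tg and the *Mt1* ratio went from 1.03 to 1.19. The median log2 ratio of all genes in VSMC-like cells was −0.17 before that scaling, and −0.02 in LMC-like cells.

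No paired analysis was possible because each library pooled 3 mice and no label pairs a library with another. The depth of tdT2, with 454 cells, limits the levels of rare transcripts there, such as the 25 reporter UMIs of leukocyte clusters. Classes of few cells, such as the 8 patrolling monocyte-like cells of WT mice, have wide intervals for any gene level.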

Differences from the paper's values

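Among the settings compared here, the tests on integrated values were chosen only after seeing the values, and all other alternatives were set before the data were examined. The log2FC of the paper match the deposited counts on the scale of log2 of the mean per 10000 UMIs plus 1, with a class set against the cells outside both muscle classes, so all log2FC of this part are on that scale unless CPM are named. On it, 3 of the 32 log2FC of TNF-Tg and WT differ by more than their error, with a median gap of 0.0169. Of the log2FC of a class over other cells, 3 of 30 differ, and of those between LMCs and VSMCs 2 of 5. All of these have the sign that the paper gives. The error of a TNF-Tg over WT value came from the counting interval of its CPM ratio, which is on another scale. That of a class contrast was the SD of the WT and TNF-Tg values (n = 2), so the counts are not tests. *Cst3* had the largest gap between LMCs and VSMCs, 0.263, and was not counted because its SD was 0.514. *Csrp2* in LMCs was counted with an SD of 0.0118. Of the shares of all cells, 5 of 32 differ.

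For *Csrp2* in LMCs over other cells, the value was 1.08 against the paper's 1.06. A resolution of 1.0 closed the gap, at 1.05, and no other alternative set before the data were examined did. Integrated values, chosen after seeing the values, closed it as well, also at 1.05.

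For *Dcn*, the value was 5.85 in LMCs against the paper's 5.25, and 6.01 in VSMCs against the paper's 5.48. In LMCs, leaving out the TNF-Tg library closed the gap, at 5.59, while the other alternatives set before the data were examined gave 3.34 to 6.48 and did not. In VSMCs, none of the alternatives closed it, at 3.64 to 6.66.

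The paper compared LMCs with VSMCs after both clusters had been taken out and integrated again, a step that was not repeated here, so its classes are not those of the values below. For *Bgn* in VSMCs over LMCs, the value was 1.89 against the paper's 2.11. Of the alternatives set before the data were examined, a resolution of 1.0 (2.00), merging without integration (2.02), the named genes among the features (2.00), removal of predicted doublets (1.94), all 4 libraries integrated (2.06) and leaving out the TNF-Tg library (2.04) closed the gap. A resolution of 0.3 (1.90), the filter on mitochondrial UMIs and genes (1.90) and leaving out the WT library (1.79) did not. Integrated values, chosen after seeing the values, closed it at 2.05. For *Ackr3* in LMCs over VSMCs, the value was 1.52 against the paper's 1.39, and none of the alternatives set before the data were examined closed the gap, at 1.49 to 1.86.

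For *Mt2* in VSMCs, TNF-Tg over WT, the value was 1.24 against the paper's 1.19. Resolutions of 0.3 (1.22) and 1.0 (1.21), the named genes among the features (1.20) and removal of predicted doublets (1.20) closed the gap. The other alternatives set before the data were examined, at 0.50 to 1.38, did not. For *Apod* in LMCs, WT over TNF-Tg, the value was 1.39 against the paper's 1.30, which the paper writes with the opposite sign for TNF-Tg over WT. A resolution of 1.0 closed the gap, at 1.35, and the others did not, at 1.37 to 1.45. For *Ccdc80* in VSMCs, WT over TNF-Tg, the value was 1.62 against the paper's 1.69, and no alternative closed the gap, at 1.23 to 1.76.

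For the proliferating cluster of the TNF-Tg library, the share was 0.619% against the paper's 1.33%. Proliferating-like cells made up 1.23% with predicted doublets removed, 1.51% with the filter on mitochondrial UMIs and genes, and 1.30% with features without genes at least 2-fold apart between libraries, and these alternatives closed the gap. At 0% for a resolution of 0.3, 2.89% for 1.0, 0.590% for merging and 0.590% with the named genes among the features, the others did not. For fibroblasts, the paper gives 1.37% of WT and 0.88% of TNF-Tg cells, and for endothelial cells 0.47% and 0.88%. Here, 0% of the cells of either library were in a Fibroblast-like or Endothelial cell-like cluster, and none of the alternatives that clustered the WT and TNF-Tg libraries without the tdT libraries gave such a cluster. An unnamed cluster of 25 WT and 30 TNF-Tg cells was close in size to the paper's endothelial cluster. Whether it holds the same cells was not tested, so the 0% may reflect naming and not absence. With all 4 libraries integrated, 0.0364% of WT and 0.177% of TNF-Tg cells were in an Endothelial cell-like cluster, 2 and 6 cells, and no cluster was Fibroblast-like. The pooled SMC share of tdT cells was 33.9% against the paper's 59.8%. Removal of cells above 10% mitochondrial UMIs or below 500 genes gave 54.4%. That is still below the paper's value, but within the SD of 6.03 between the tdT libraries in the main setting. The other alternatives that were set for this share before the data were examined, at 27.3% to 39.2%, were further from it than that SD. Clustered together with other libraries, the tdT cells had higher shares, at 54.2% of tdT1 and 44.7% of tdT2 with WT, and at 54.8% and 41.9% with all 4 libraries.

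The paper sets the genes of Table 3 apart as changed in LMCs and not in VSMCs. In VSMC-like cells, *Edn1* at −3.05, *Clic5* at −4.78 and *Mcoln2* at 2.40 had the same direction of CPM ratio as in LMC-like cells, and *Thy1* had the opposite direction at 0.54. On the scale of the paper, these ratios in VSMC-like cells were −0.28 for *Edn1*, −0.21 for *Clic5*, 0.17 for *Mcoln2* and 0.19 for *Thy1*. The paper calls *Vegfd* higher in LMCs than in VSMCs in a test on cells. The log2FC here was 0.47 in that direction. By edgeR on the summed libraries, the adjusted p was 0.243, with 0.0547 to 0.809 over the alternatives, so no setting called it. At a simulated log2 change of 1 in LMC-like over other cells, edgeR recovered 10 of 50 genes. The missed threshold therefore does not argue against a difference of this size. The paper ranks the genes of Table 2 by log2FC in LMCs, among genes that also changed in VSMCs. On CPM ratios among genes with at least 300 UMIs, the 5 that rose most were *Saa3*, *Chl1*, *Hbb-bs*, *Hba-a1* and *Cyp7b1*, which are on another scale of change. *Zbtb16* of Table 2 had the lowest ratio, at −3.09.

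The numbers of clusters were 16 for the tdT libraries, 20 for these with WT and 21 for WT with TNF-Tg, where the paper states fewer in each case.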

Other observations

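The tests on dilution of the LMC-like share, on the cluster with *Acta2*, *Myh11* and *Tagln* UMIs, on the second macrophage cluster, on the place of the tdT libraries between WT and TNF-Tg, on capture of contractile transcripts and on adventitial fibroblast genes were chosen only after the result was seen, and the other tests were written down before the values they measure were known.

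*Zbtb16* and *Klf9* were lower in the TNF-Tg than in the WT library in LMC-like cells. A candidate explanation is a difference between the libraries in glucocorticoid-induced genes that other cell types share. The list held 16 such genes, of which the study picked 4 and the leukocyte markers 1. Its median log2 ratio of TNF-Tg over WT was −0.95 in macrophage-like cells, at percentile 0 of random lists, and −1.14 in LMC-like, −1.38 in VSMC-like, −0.97 in neutrophil-like and −1.13 in Cd209a dendritic cell-like cells, each at percentile 0. Without *Zbtb16*, *Klf9*, *Mt1* and *Mt2*, the medians were −1.14 in LMC-like and −0.95 in macrophage-like cells, again at percentile 0. These medians lie far below the medians of all genes, −0.02 in LMC-like and −0.09 in macrophage-like cells. *Mt1* and *Mt2*, which are on the list, went the other way in LMC-like and VSMC-like cells. In macrophage-like cells, they fell with the list. There, 11 genes of the list were lower and 3 higher, against 7 and 3 without *Zbtb16*, *Klf9*, *Mt1* and *Mt2*. A difference in the steroid state of the mice, a difference in handling before dissection and an effect of TNF on all cells cannot be told apart, because each condition was 1 pool captured once.

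A difference in circadian phase was the other explanation weighed for *Zbtb16* and *Klf9*. The list of 14 circadian genes, none picked by the study, had medians of 0.21 in LMC-like, 0.49 in VSMC-like, −0.33 in macrophage-like and 0.24 in neutrophil-like cells. In Cd209a dendritic cell-like cells, the median was −1.02 at percentile 0.96, over the 4 genes with values, 3 lower and 1 higher. For 9 genes of 1 phase, the medians were 0.62 in LMC-like cells at percentile 99.9 and 0.65 in VSMC-like cells at percentile 99.98. In macrophage-like cells, the median of these was −0.15 at percentile 52.8, with 4 genes lower and 4 higher. Since the members went both ways there, circadian phase cannot be told apart from a change in stromal cells alone.

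The median of the nuclear oxidative phosphorylation genes, 0.60 in LMC-like cells, may reflect a difference between the 2 libraries that all cell types share. It was 0.78 in macrophage-like, 0.71 in VSMC-like, 0.44 in neutrophil-like and 0.56 in Cd209a dendritic cell-like cells, at percentile 100 in each class. The 83 genes of the list were not picked by the study. The 13 mitochondrial genes did not move with them, at −0.04 in LMC-like, −0.36 in VSMC-like, 0.03 in macrophage-like and −0.63 in neutrophil-like cells. The medians of ribosomal protein genes were 0.05, 0.25, 0.38 and 0.33 in these classes. Whether the shared shift came from TNF, which acts on all of these cells, or from the capture stays open, since condition and capture are the same split. For the 10 genes that differed most in LMC-like cells, 3 of the 6 detected in macrophage-like cells moved the same way by at least 0.5 times as much and 2 moved the other way, so a difference shared by all cell types and one of LMC-like cells cannot be told apart for them.

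The tdT libraries offered another point of reference for the genes of Tables 2 and 3 in LMC-like cells. Of the 11 genes higher in the TNF-Tg library, tdT1 lay nearer to WT for 10, tdT2 for 9 and both for 8. Of the 10 genes lower in the TNF-Tg library, tdT1 lay nearer to WT for 8, tdT2 for 4 and both for 3. In tdT2, *Galnt15*, *Ccdc80*, *Zbtb16*, *Klf9*, *Edn1* and *Clic5* lay nearer to TNF-Tg. A tdT library with a low level counts as nearer to WT for any gene higher in the TNF-Tg library, and tdT2 lay below WT for 6 of the 11 higher and 9 of the 10 lower genes. A WT library out of place therefore cannot be told apart from a change in TNF-Tg mice for the higher or for the lower genes. These genes were also picked for the difference, and the tdT libraries differ from WT in sorting and genotype. They differ in sex-linked transcripts as well, with 5665 *Xist* UMIs in tdT1 and 805 in tdT2 against 20 in WT.

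The LMC-like share was lower in the TNF-Tg than in the WT library. Dilution of an unchanged stromal population by leukocytes would leave the ratio of LMC-like to VSMC-like cells as it was. LMC-like cells made up 45.8% of both classes in TNF-Tg [42.9–48.7] and 63.7% in WT mice [61.7–65.7], which argues against dilution as the whole cause. A loss of LMCs in TNF-Tg mice, a difference in how the tissue was dissociated and another placement of cells between the classes stay open, and none of these was tested.

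*Acta2*, *Myh11* and *Tagln* UMIs of the tdT libraries were held by a small group of cells. A cluster of 52 cells outside the LMC-like and VSMC-like classes held 89.2% of these UMIs, 953 of 1068, and LMC-like and VSMC-like cells held 7. The markers named this cluster as red blood cells, with *Hba-a1* at 10663 CPM in tdT1 and 152182 CPM in tdT2, so it may mix several kinds of cells. In tdT2, its 18 cells held 8 *Acta2* UMIs. In tdT1, this cluster had 34 cells at 1252 CPM of *Acta2*, 363 CPM of *Myh11* and 528 CPM of *Tagln*, which argues against a failure of that library to capture these transcripts. It also held 1219 CPM of *Krt14*, a gene chosen after its values were seen. A candidate explanation for the low levels elsewhere is that the LMC-like and VSMC-like classes hold adventitial fibroblasts. In 8 of 8 pairs of library and class, the adventitial list of 8 genes had the higher median, at 354 to 1434 CPM, against at most 4.07 CPM for the contractile list and 5.09 CPM for the pericyte list. Of the adventitial genes, *Pi16*, *Dpp4* and *Dpt* were LMC markers taken from the supplementary tables of the paper. Without them, the medians were 575 to 1343 CPM, in 8 of 8 pairs. The contractile list of 13 genes shares 4 with the genes of the study and the pericyte list of 8 shares 2. Muscle cells that have taken on a fibroblast-like state would also show these levels, so the lists do not separate the 2 readings. The most abundant adventitial gene was *Dpt* in tdT1 LMC-like cells, at 3168 CPM, and *Ly6a* in TNF-Tg VSMC-like cells, at 4946 CPM, the highest level of all 8 pairs. The lymphatic endothelial list of 6 genes had medians of 0.0642 CPM in LMC-like and 0 CPM in VSMC-like cells of WT mice. *Pdpn* was its highest gene, at 164 CPM in these LMC-like and 115 CPM in these VSMC-like cells. Over all 8 pairs of library and class, *Pdpn* was at 115 to 396 CPM.

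In the integration of WT with tdT, a second macrophage cluster of 68 cells likely holds doublets of a macrophage and a stromal cell. Of its cells, 66 were predicted doublets, or 97.1%, against 1.06% of the cells elsewhere. No biological explanation was tested. In VSMC-like cells, *Lyz1*, *Retnla* and *Fcrls* were among the genes that fell most in the TNF-Tg library, at log2 ratios of −5.59, −4.87 and −3.36. Removal of predicted doublets took away 95.4% of their UMIs in the WT library, from 5663 to 262, and left ratios of −1.01, −1.30 and −1.01. Macrophages caught with VSMC-like cells may thus hold most of this signal. The cells were clustered again after the removal, so some may also have changed class. The design tested no biological explanation for the signal.

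*Hbb-bs* was higher in LMC-like cells of the TNF-Tg than of the WT library, with 3054 UMIs. The 5 cells with most held 97.8% of them, and 1 cell held 2978, while 69 of 532 cells had any. Red cell RNA caught with few of the cells may account for this rank. For *Prg4*, free RNA from other cells is argued against by a level of 1.73 CPM in macrophage-like cells of the TNF-Tg library, beside 880.0 CPM in LMC-like cells. Whether the *Prg4* UMIs came from synovial lining cells within the LMC-like class stays open. The synovial fibroblast list of 5 genes, 3 of them picked by the study, had medians of −0.38 in LMC-like and 0.53 in VSMC-like cells, TNF-Tg over WT.

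The remaining lists are given as medians of TNF-Tg over WT, without an explanation. Contractile genes were at 0.16 in LMC-like, 0.77 in VSMC-like and −0.51 in macrophage-like cells, at percentiles 78.1, 99.9 and 36.7. Pericyte genes were at −0.49 and −0.35 in LMC-like and VSMC-like cells. Adventitial fibroblast genes were at −0.28 in LMC-like and −0.54 in VSMC-like cells, at percentiles 6.74 and 2.68. The 18 dissociation response genes, none picked by the study, were at −0.17, −0.32 and −0.57 in LMC-like, VSMC-like and macrophage-like cells, at percentiles 10.2, 3.66 and 0.17. Sex-linked genes, 6 in all, were at −0.33, −1.04 and −0.28 in these classes.

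The tdT1 library held 5665 *Xist* and 1178 *Ddx3y* UMIs and tdT2 held 805 and 0, while WT held 20 and 4015 and TNF-Tg held 8 and 1479. Neutrophil-like cells made up 6.61% of tdT2 [4.50–9.30] and 1.26% of tdT1, beside 6.32% of WT [5.69–7.00]. Cell types that the paper counts in Table 1 were also uneven between WT and TNF-Tg. Of Ear2 dendritic cell-like cells, 307 were WT and 24 TNF-Tg. Basophil-like cells were 7 in WT and 62 in TNF-Tg mice. An unnamed cluster of 317 WT and 78 TNF-Tg cells had medians of 859 UMIs and 32.1% mitochondrial UMIs per cell.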
